# Conditional *Wwox* Deletion in Mouse Mammary Gland by Means of Two Cre Recombinase Approaches

**DOI:** 10.1371/journal.pone.0036618

**Published:** 2012-05-04

**Authors:** Brent W. Ferguson, Xinsheng Gao, Hyunsuk Kil, Jaeho Lee, Fernando Benavides, Martin C. Abba, C. Marcelo Aldaz

## Abstract

Loss of *WWOX* expression has been reported in many different cancers including breast cancer. Elucidating the function of this gene in adult tissues has not been possible with full *Wwox* knockout models. Here we characterize the first conditional models of *Wwox* ablation in mouse mammary epithelium utilizing two transgenic lines expressing Cre recombinase, *keratin 5-Cre* (*BK5-Cre*) and *MMTV-Cre*. In the *BK5-Cre* model we observed very efficient *Wwox* ablation in *KO* mammary glands. However, *BK5-Cre Wwox KO* animals die prematurely for unknown reasons. In the *MMTV-Cre* model we observed significant ablation of *Wwox* in mammary epithelium with no effect on survival. In both of these models we found that *Wwox* deletion resulted in impaired mammary branching morphogenesis. We demonstrate that loss of *Wwox* is not carcinogenic in our *KO* models. Furthermore, no evidence of increase proliferation or development of premalignant lesions was observed. In none of the models did loss of a single *Wwox* allele (i.e. haploinsufficiency) have any observable phenotypic effect in mammary gland. To better understand the function of Wwox in the mammary gland, transcriptome profiling was performed. We observed that *Wwox* ablation results in the deregulation of genes involved in various cellular processes. We found that expression of the non-canonical Wnt ligand, *Wnt5a*, was significantly upregulated in *Wwox KO* mammary epithelium. Interestingly, we also determined that components of the Jak/Stat3 signaling pathway were upregulated in *KO* mice and this correlated with a very robust increase in phospho-Stat3 signaling, which warrants further testing. Even though the loss of Wwox expression in breast and other cancers is very well documented, our findings suggest that Wwox does not act as a classical tumor suppressor as previously thought.

## Introduction

The WW domain-containing oxidoreductase *(WWOX)* gene was identified as a potential tumor suppressor gene mapping to chromosomal region 16q23 [1], [2]. The *WWOX* gene spans >1.1 Mb and overlaps the *FRA16D* common chromosomal fragile site [1], [2], [3]. Disruptions of the *WWOX* locus by hemi, homozygous deletions and other rearrangements have been reported in various human malignancies including breast, prostate, ovarian, lung, liver cancer and multiple myeloma [1], [4], [5]. *WWOX* is highly conserved throughout evolution and in mouse the *Wwox* gene is 93% identical to its human counterpart. Interestingly the mouse *Wwox* gene also co-localizes with the murine chromosomal fragile site *Fra8E1* [6].

Significant research has been performed to elucidate the normal and putative tumor-suppressive roles of *WWOX*. The WWOX protein has a molecular mass of 46 kD with two functional motifs consisting of two N-terminal WW domains and a short-chain dehydrogenase (SDR) domain [1], [7]. The WW domains of *WWOX* have been found to be essential for protein-protein interactions with proteins harboring PPXY motifs [8] and the substrate/s for the *WWOX* NADH/NADPH oxidoreductase enzymatic domain are yet to be identified. Several potential protein partners have been identified and include regulators of cell growth and apoptosis as well as various transcription factors [8], [9], [10], [11], [12], [13]. The putative role of *WWOX* as a tumor suppressor has been suggested by various studies observing suppressed *in vivo* tumorigenicity of human cancer cells when *WWOX* was ectopically overexpressed [14], [15], [16], [17].

Our group, as well as others, have generated mouse models of *Wwox* knockdown to gain a better understanding of the *in vivo* functions of *Wwox* in development and cancer. Aqeilan et al. generated a full knockout (KO) mouse model *via* targeted disruption of the gene. Even though all mice die by 3–4 weeks these authors reported the development of periostal osteosarcomas but only in 3 of 11 pups analyzed [18]. Our group generated and characterized mice harboring a conditional *Wwox* allele in which exon 1 was flanked by loxP sites [19]. Upon breeding these mice with *EIIA-Cre* transgenic mice, we generated full *Wwox KO* mice and observed that these mice displayed severe metabolic defects, growth retardation and all mice died by 3 weeks of age as previously observed [19], however in contrast with the findings of Aqeilan and coworkers no evidence of spontaneous neoplasia was detected in these short-lived *Wwox KO* mice [19].

We are interested in understanding the normal and putative tumor-suppressive functions of *WWOX* in more detail. Since we and others observed consistent and significant loss of *WWOX* expression in breast cancer [20], [21], [22], [23] we focused first in the mammary gland. Here we report the characterization of conditional ablation of *Wwox* in mouse mammary gland using two approaches, we utilized transgenic lines with *Cre* recombinase under control of a *Keratin 5* promoter *(BK5-Cre)* and also under the *MMTV* promoter *(MMTV-Cre)* in order to inactive *Wwox* in the mammary epithelium.

## Results

### Assessment of two *Wwox* conditional KO models in mouse mammary epithelium

To determine the role of Wwox in the murine mammary gland, *Wwox ^flox/flox^* mice were mated with mice carrying a transgene expressing Cre recombinase resulting in the conditional deletion of the *Wwox* gene in mammary epithelium. To this end we tested two independent models of *Cre* driven recombination. The first conditional KO model had *Cre* recombinase expression driven by the bovine keratin 5 promoter *(BK5-Cre)*. The *BK5* promoter is activated *in utero* (E13.5) in epithelial precursor cells [24]. In the second model, the *MMTV* promoter drove *Cre* expression *(MMTV-Cre).* The *MMTV* promoter in the transgenic Line D is expressed in various tissues and is maximally turned on in mammary gland epithelium at approximately 22 days of age [25].

To examine Wwox protein expression and the efficacy of Wwox ablation in each of these models we analyzed histological sections of mammary glands from female mice stained with Wwox antibody. We observed high levels of Wwox expression in the cytoplasm of mammary epithelial cells of 8 week virgin *BK5 Wwox WT* control mice and this expression was largely absent in *BK5 KO* mice (Figures 1 A and B). This loss of Wwox expression was also clear in mammary glands from pregnant (P18.5 days) *Wwox KO* mice even after the burst of epithelial proliferation associated with pregnancy (Figures 1 C and D). In the *MMTV-Cre* model we found that Wwox ablation was very effective as well (Figures 1 E and F). We observed however isolated patches of epithelial structures expressing Wwox indicative of some mosaicism but only in some mice. This heterogeneity in the *MMTV Cre* model is not uncommon with Cre systems and is likely due to the mosaic nature of *Cre* expression and perhaps incomplete recombination affecting some cells in some mice. However, this mosaicism does not result in repopulation of the mammary gland by Wwox-positive epithelium as discussed in a follow up section.

**Figure 1:**
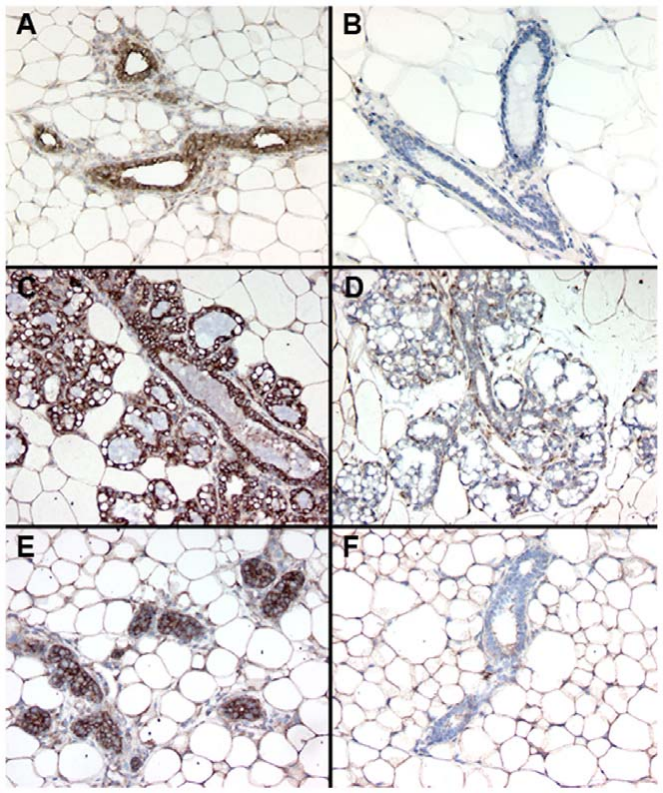
Conditional *KO* of *Wwox via BK5-Cre* and *MMTV-Cre*. (A–F) Immunostaining of formalin-fixed histological sections of mammary glands from each model of deletion reveals strong cytoplasmic Wwox staining in *WT* samples and significant loss of Wwox protein expression in *KO* animals. (A) 8 week virgin *BK5 Wwox WT*, (B) 8 week virgin *BK5 Wwox KO*, (C) P18.5 days *BK5 Wwox WT*, (D) P18.5 days *BK5 Wwox KO*, (E) 24 week virgin *MMTV Wwox WT*, (F) 24 week *MMTV Wwox KO*. Rabbit anti-Wwox [14] antibody was used at a 1∶50 dilution and counterstained with hematoxylin. All images were obtained at the same 10× magnification.

We further analyzed the extent of *Wwox* deletion in the *BK5-Cre* model at the RNA level by real-time PCR. We observed that *Wwox* expression was dramatically decreased in both 8 week virgin and P18.5 *Wwox KO* mammary epithelial organoids when compared to their *WT* counterparts (Figure 2). These results demonstrate that *Wwox* deletion by use of the *BK5-Cre* and *MMTV-Cre* transgenic lines is very effective in mouse mammary epithelium.

**Figure 2:**
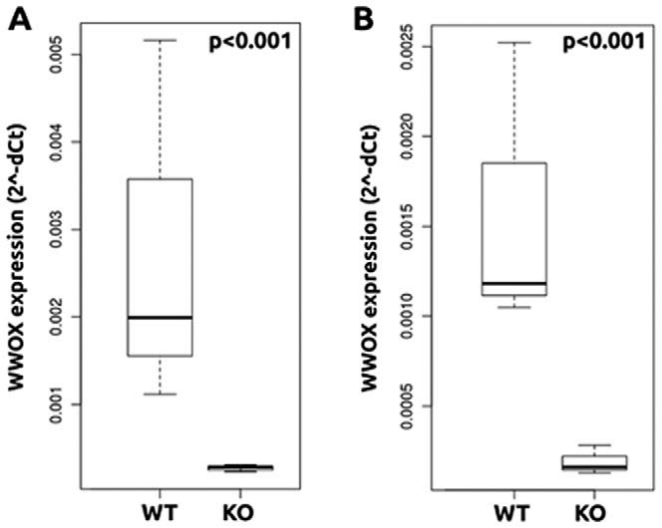
*Wwox* mRNA expression in *BK5-Cre* model of Wwox deletion. qRT-PCR was used to determine the mRNA expression of *Wwox* in mammary epithelial organoids from *BK5 Wwox WT* and *KO* animals. The box plots show dramatically decreased *Wwox* mRNA levels in epithelium from 8 week virgin (A) and P18.5 days (B) *Wwox KO* mammary epithelium when compared to their respective *WT* counterparts. Mammary epithelial organoids were isolated from 3 different *WT* and 3 different *KO* mice in each group. Samples from each mouse were run individually in triplicate to assess *Wwox* expression. Samples were normalized to 18S expression.

### Long-term follow up experiments *BK5-Cre* model

In order to determine the effects of long-term *Wwox* ablation in the mammary gland and to test whether lack of *Wwox* expression was tumorigenic we set up standard survival experiments. *BK5-Cre^+^; Wwox ^flox/flox^* males and females survived weaning, were fertile and females were able to lactate. However, inexplicably, *BK5 KO* mice died prematurely at an early age. The youngest animal died at 68 days of age and no *BK5 KO* mouse survived longer that 117 days of age (0% survival, n = 22). This premature death was independent of gender as 9 females and 13 males were included in the study. *BK5-Cre^(−)^; Wwox ^flox/flox^ (WT),* mice exhibited 100% survival over the same observation period. It is also important to note that loss of one *Wwox* allele in the *BK5-Cre^(+)^; Wwox^+/flox^* heterozygous mice had no effect on survival (100% survival, n = 41, Figure S1). Numerous groups of experimental animals were generated independent of the described survival study with the same results. We performed comprehensive histopathological, hematological and blood chemistry analyses on these *BK5-Cre Wwox KO* mice before dead and could not determine a reason for the relatively sudden deaths.

We observed no tumor formation in any of the *BK5 KO* mammary glands during their relatively short lifespan (mean = 115 days). Importantly, none of the *BK5-Cre^(+)^; Wwox^+/flox^* heterozygous mice develop tumors even after over a year of follow up, indicating that lack of one *Wwox* allele (i.e. equivalent to haploinsufficiency) is not tumorigenic in the mouse mammary gland.

Since *Keratin 5* is highly expressed in cells of the basal layer of multiple epithelia including the skin, we carefully inspected the epidermis of *BK5 KO* mice. We confirmed lack of Wwox expression in epidermis of *BK5 KO* mice by means of immunohistochemistry (data not shown). We observed no obvious macro or microscopic abnormal skin phenotype. Furthermore, *BK5 KO* mice displayed the normal bilayer architecture of mouse skin with no signs of hyperplasia or abnormalities in differentiation. No skin premalignant or tumorigenic lesions spontaneously developed in either *BK5 KO* or heterozygous mice.

Histopathological evaluation of mammary gland tissue sections from multiple *BK5 KO* and *Wwox^+/flox^* mice at various stages of development, revealed no signs of malignancy or premalignant changes. As can be observed in Figure 1 B no evidence of hyperplasia is noted. Similarly, no evidence of malignancy or hyperplastic nodules were observed in any of the whole mount preparations obtained from *BK5 KO* mice.

Keratin 5 immunostaining on *BK5 KO* mammary gland revealed no obvious abnormalities in differentiation (Figure S2). We also analyzed the effect of *Wwox* ablation on proliferation in the mammary gland *via* immunohistochemical staining for Ki-67 and found no statistical difference between *WT* and *KO* mice in the *BK5-Cre* model (data not shown). Importantly, we also found no difference in ERα or PR expression between the *BK5 Wwox WT* and *KO* groups as determined by immunohistochemical staining on mammary gland tissue sections from 8 week and 12 week virgin female mice (data not shown).

In order to extend the observation period to monitor the effects of *Wwox* ablation in mammary epithelium of the *BK5 KO* model, we performed transplantation experiments of mammary epithelium from 12 week old *BK5 KO* mice into the cleared mammary fat pads of 4–5 week old virgin SCID female mice (n = 10). We followed the SCID recipient mice for 9 additional months and did not observe tumor formation in any of the recipient mice. At the end of the observation period transplanted mammary fat pads were dissected and prepared for whole mounts. The obtained mammary pad whole mounts were evaluated after carmine alum staining confirming the successful grafting of the donor epithelium in 100% of the cases. We did not observe the development of any premalignant or malignant lesions in these whole mount preparations (data not shown).

### Long-term follow up experiments *MMTV-Cre* model

The *MMTV-Cre* line D expresses the Cre recombinase in luminal and myoepithelial cells of the mammary gland and is significantly expressed at approximately 22 days of age [25]. In contrast with the *BK5-Cre KO* model, we observed that *Wwox* deletion by means of the *MMTV-Cre* system had no effect in survival and natural aging. We followed 60 *MMTV-Cre(+); Wwox^flox/flox^*, i.e. *KO* mice (30 females, 30 males) and 23 *MMTV-Cre(−); Wwox^flox/flox^*, i.e. *WT* mice (13 females, 10 males) for up to 1.4 years and observed no statistical difference in survival between the two groups. Importantly, and like with the *BK5-Cre* model, when whole mounts or histological sections of mammary glands were analyzed we found no evidence of hyperplasia, premalignant or malignant lesions (Figure 1F). We also observed no evidence of tumor formation in any other tissue known to be affected by *MMTV-Cre* such as the salivary gland [25].

Given the moderate to mild mosaicism in Wwox expression detected in some *MMTV-Cre KO* mice, we investigated whether Wwox-positive epithelial cells could gain an advantage over the Wwox-negative epithelium and repopulate the mammary gland later in life. To this end we analyzed Wwox expression in the mammary glands of *WT* (n = 8) and *KO* (n = 17) mice when they reached 1.4 years of age at the end of the survival study. We found as expected that all *Wwox WT* mammary glands were still strongly positive for Wwox expression and we observed that over half of the *Wwox KO* glands were completely negative (n = 9) for Wwox expression indicating effective deletion of Wwox while the remaining samples (n = 8) showed some mosaicism with areas displaying some epithelial structures positive and other negative for Wwox expression, indicating that even though the mosaicism remained the Wwox expressing cells do not overtake the mammary gland.

### *Wwox* deletion results in aberrant mammary branching morphogenesis

By simple microscopic inspection of the mammary whole mounts obtained from the *BK5 Wwox KO* and *MMTV Wwox KO* mice we observed a significant impairment in branching development when comparing with the *WT* counterparts. In some cases the impairment in mammary fat pad ductal invasion and expansion was very dramatic and extreme developing just a rudimentary mammary epithelium or just a few ductal structures with little or no branching (Figures 3 A–C).

**Figure 3:**
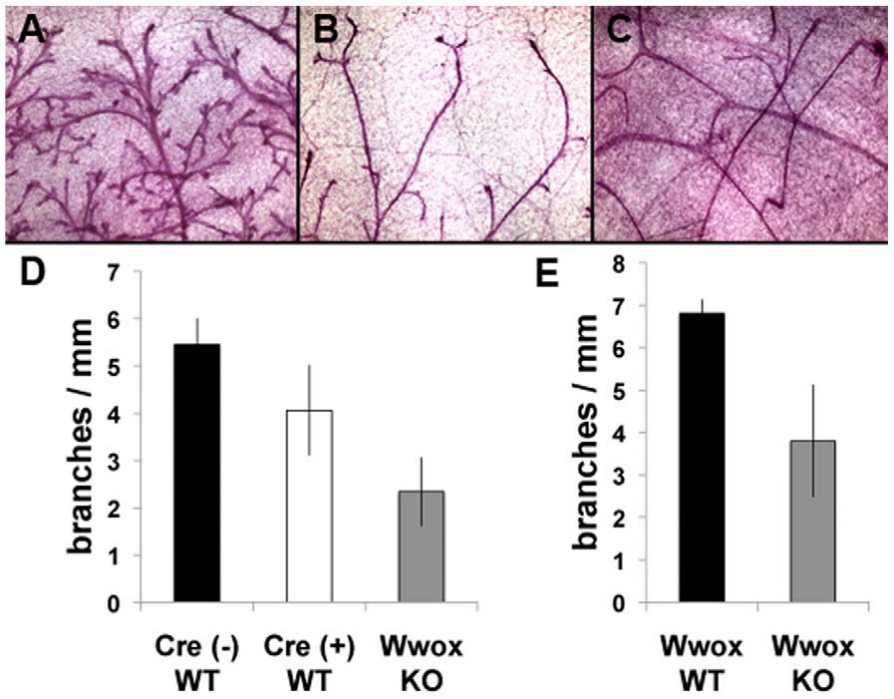
Deletion of *Wwox* results in defective mammary branching and lobuloalveolar development. (A–B) Representative microphotographs obtained from whole mounts of 12 week virgin *BK5 Wwox WT* (A) and *KO* (B) mammary glands. The impaired branching phenotype was also dramatically evident in mammary gland from *MMTV KO* mice as illustrated in (C), extreme case of branching impairment in a 24 week virgin *MMTV Wwox KO* mammary gland. (D) The average number of branches/mm of ductal length was quantified for *BK5-Cre (−); Wwox^flox/flox^* (Cre (−) WT, n = 4), *BK5-Cre (+); Wwox^+/+^* (Cre (+) WT, n = 4), and *BK5-Cre (+); Wwox^flox/flox^* (Wwox KO, n = 5). A small yet statistically insignificant (p = 0.06) decrease in branching can be seen in Cre(+) WT as compared to Cre(−) WT. The decreased branching found in *Wwox KO* mammary glands was significant when compared to either Cre (−) WT (p = 0.0002) or Cre (+) WT (p = 0.018). (E) Quantification of branches/mm ductal length in 24 week virgin *MMTV Wwox WT* controls (*MMTV-Cre (−); Wwox^flox/flox^* and *MMTV-Cre (+); Wwox^+/+^* were grouped together, n = 4) and *MMTV Wwox KO* (*MMTV-Cre(+); Wwox^flox/flox^*, n = 4) mammary glands. Branching was statistically significantly decreased in *Wwox KO* when compared to *WT* controls (p = 0.017). Error bars indicate standard deviation.

In order to quantitate these observations we performed morphometric determinations of mammary branching. To this end whole mounts of the 4^th^ inguinal mammary glands were collected from virgin female mice at 12 weeks of age from *BK5 Cre(−) WT, BK5 Cre(+) WT* and *BK5 KO*. We observed some impairment in branching morphogenesis in the control glands expressing Cre recombinase when compared with the Cre negative counterparts. However we observed a statistical significant decrease in branching in the mammary glands from the *BK5 Wwox KO* mice when compared with either of the controls (Figures 3 A, B, and D).

Importantly, the impaired branching observed in the *BK5 KO* mammary gland did not impede the mammary epithelium to reach functional maturity and differentiation during pregnancy. Furthermore, *BK5 Wwox KO* mice were able to lactate and expressed similar levels of the differentiation markers *Wap* and *β-casein* as determined by qRT-PCR (data not shown).

In the *MMTV-Cre* model of *Wwox* deletion we also observed a similar phenomenon in reduced branching (Figure 3C). However such phenotype was more heterogeneous than with the *BK5-Cre* model. The branching phenotype in *MMTV Wwox KO* mice ranged from very severe (Figure 3 C) to more similar to wild-type. We did not detect statistically significant differences at 12 weeks of age given the large standard deviations observed in *MMTV Wwox KO* mice (data not shown). However, analyses from older *MMTV-Cre* females (24 weeks of age) detected significant differences in branching (6.8+/−0.32 vs. 3.8+/−1.33 branches/mm, p = 0.017, Figures 3 C and E).

### Global gene expression changes in *Wwox* ablated mammary epithelium

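Expression in mammary epithelial organoids, the fragments of ducts and alveoli left after digestion of the gland, was measured on 6 Affymetrix arrays, each holding the RNA of 1 mouse of 8 weeks. WT1, WT2 and WT3 came from 3 mice with floxed Wwox and no Cre. KO5, KO6 and KO7 came from 3 mice that also carried BK5-Cre. An effect of Cre itself therefore cannot be told apart from loss of Wwox on these arrays. The paper saw some impairment of branching, short of significance, in glands with Cre and intact Wwox. Control transcripts, which are probed at both ends, differed between the groups. The 3' minus 5' difference of Gapdh was 1.72 ± 0.73 (SD, n = 3) on the log2 scale in WT and 0.47 ± 0.08 (SD, n = 3) in KO, and that of β-actin was 1.55 ± 0.49 (SD, n = 3) in WT and 0.66 ± 0.04 (SD, n = 3) in KO. Every WT array lay above every KO array for both and for the transferrin receptor, whose 5' probe set is dim, at 3.09 in WT and 3.27 in KO (exact permutation test, two-sided, p = 0.1 for each, the smallest that 3 mice against 3 allow), and WT1 was the lowest of the WT arrays for Gapdh and β-actin. For pyruvate carboxylase the groups overlapped, at 2.22 ± 0.67 (SD, n = 3) in WT and 2.83 ± 0.38 (SD, n = 3) in KO. The 5' probe set of 18S rRNA was at 6.87 ± 0.69 (SD, n = 3) in WT and 9.98 ± 0.52 (SD, n = 3) in KO. The authors deposited log2 values made with RMA, which corrects the background, quantile normalizes the arrays and summarises the probes of each probe set. These values were used as they stand, and the 45037 probe sets other than the Affymetrix controls were tested with limma, KO minus WT. A probe set was called at an unadjusted p under 0.01 and a change of at least 2-fold, and the p adjusted by Benjamini and Hochberg over all probe sets tested is given beside it. Genes were named only through probe sets annotated with exactly 1 symbol, and where 1 value per gene was needed, the brightest probe set was taken, that with the highest mean over the 6 arrays. The number of arrays limits the precision.

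**Figure D1:**
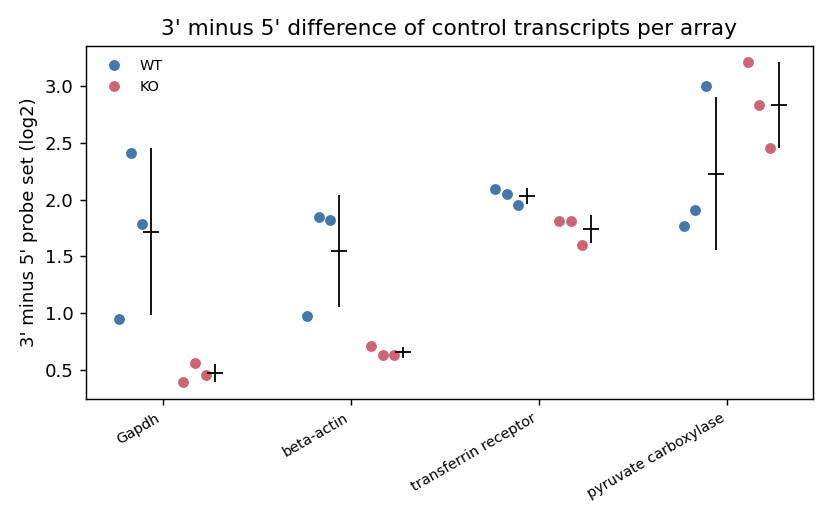
3' minus 5' difference (log2) of 4 control transcripts on each array; points are arrays, bars the mean and SD of 3 mice per group. For Gapdh, WT1 lay at 0.95, and the KO arrays between 0.40 and 0.56.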

To determine the effect of *Wwox* ablation on global gene expression in mammary epithelium we performed gene expression microarray analyses on RNA obtained from 8 week old *BK5 Wwox KO* and *WT* mammary epithelium (n = 3 *WT* mice and 3 *KO* mice). We decided to pursue these studies with the *BK5-Cre* model given the uniformity and efficiency in *Wwox* ablation. 

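Wwox itself was lower in KO organoids. Its brightest probe set was at 6.02 ± 0.19 (SD, n = 3) in KO and 7.71 ± 0.07 (SD, n = 3) in WT, a log2 change of -1.69 (standard error 0.13, adjusted p = 0.0228). The dimmest Wwox probe set fell by 1.04 on the log2 scale (adjusted p = 0.0675) and was not called without WT1, at -0.86, without WT3, at -0.97, after ribosomal protein centring, at -0.96, with array weights, at -0.92, or against WT2 alone, at -0.57. The others differed by -0.24 and -0.44 and were not called. Where these probe sets lie relative to the deleted part of the gene is not known here. Across the array 894 probe sets were called, and 892 of these had no overlap between the groups, which the limit on p all but ensures. Of all probe sets tested, 24.3% had no overlap, against the 10% that chance gives. With no fold limit, 100 passed an adjusted p under 0.05. Among called probe sets that name 1 gene and keep the groups apart, the largest rise was that of Dmbt1, a scavenger receptor of mucosal epithelia, with a log2 change of 4.52 (standard error 0.49, adjusted p = 0.0378). Malat1, a long noncoding RNA of the nucleus, rose by 4.00 on a probe set that is not its brightest, and the uroplakin gene Upk3a by 3.46. Malat1 has 7 probe sets, and those not called differed by 0.49 and 0.62. The largest fall was that of Tnfsf11, which encodes RANKL, at -3.01 (standard error 0.60, adjusted p = 0.0699), followed by the interferon-induced gene Ifi202b at -2.69. The count of called probe sets was 1634 without WT1, 566 without WT2 and 316 with the mean 3' minus 5' difference of Gapdh and β-actin per array as a covariate, a setting chosen after seeing the data. By limma, 0 probe sets passed an adjusted p under 0.05 without WT2 (5923 at an unadjusted p under 0.05) and 0 with that covariate (2250), and they were 3623 without WT1, 50 without WT3 and 1 without any 1 KO array. With the covariate the Malat1 probe set that rose by 4.00, Upk3a and Ifi202b were at 2.04, 3.98 and -2.63, none of them called. Another Malat1 probe set, with a rise of 3.35, was at 2.44 with it and within the limits of a call. The other Malat1 probe sets that had been called were at 1.83, 0.91 and 0.86 and were not. With the mean of all 4 control transcripts as the covariate, the first Malat1 probe set and Upk3a were called, at 2.64 and 4.35. Ifi202b was not, at -2.73. Nor was Ifi202b called against WT1, WT2 or WT3 alone, at -2.68, -3.00 and -2.38. The order of the largest changes moved with the arrays. Without WT1 Malat1, at 4.70, lay above Dmbt1, at 4.19, and Ifi202b, at -2.69, below Tnfsf11, at -2.27, and without WT3 Upk3a, at 4.44, lay above Malat1, at 3.50. Tnfsf11 was at -5.07 and -4.54 with the covariates and -1.97 against WT3 alone, Upk3a at 1.48 against WT3 alone and Malat1 at 2.60 against WT1 alone, all of them called.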

The statistical analysis of the Affymetrix gene chip expression profiling data identified 913 probes differentially expressed between *Wwox KO* and *Wwox WT* mammary gland epithelium (p<0.01; 2 fold changes). Among the 913 probes, 777 were up-modulated and 136 were down-modulated in the mammary gland epithelium derived from the *Wwox KO* mice model (Figure 4A and B; Table S1). 

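Of the called probe sets, 759 were higher and 135 lower in KO, so that 84.9% were rises. They named 536 genes with a rise, among them the ubiquitin ligase gene Nedd4 (2.68 on the log2 scale) and Cald1, the gene of caldesmon (2.54), each on a probe set that is not the brightest of its gene, and 100 with a fall, among them the copper transporter gene Atp7b (-1.95) and the acid phosphatase gene Acpp (-1.84), both on their brightest probe set. With the Gapdh and β-actin covariate Nedd4 was at 1.35 and Cald1 at 1.92, both called. They were at 1.86 and 2.10 against WT1 alone and at 2.89 and 2.86 against WT3 alone. On the brightest probe set of each of 18193 genes the split was 94 genes higher and 84 lower. Of the 591 called rises in genes with further probe sets, 420 (71.1%) had no other probe set of the gene called higher, and the other probe sets of the genes with a called rise had a median log2 change of 0.26 against 1.31 for the called ones. Among the falls this held for 45 of 70, with medians of -0.53 and -1.21. WT1 was the highest WT array at 85% of the called rises. Markers of macrophages, dendritic cells and lymphocytes lay on the side of the falls, with 74 of 77 lower in KO and a median log2 change of -0.74, while their medians per array overlapped between the groups (exact permutation test, two-sided, p = 0.2). That median was -0.31 without WT1 and -1.21 without WT3, and the rises with no other probe set called were 676 without WT1 and 265 without WT2. The split of the calls was 277 rises and 375 falls against WT1 alone, 1239 and 328 against WT2 alone and 1456 and 505 against WT3 alone. It was 137 and 179 with the Gapdh and β-actin covariate and 316 and 318 with the mean of all 4 control transcripts, and these 5 settings were chosen after seeing the data.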

We used the DAVID resource for automated annotation and enrichment analysis of the differentially expressed genes based on GO database. In addition, we employed REVIGO resource for summarization and visualization of the significant GO term semantic similarities (p<0.025). Among the statistically significant over-represented categories under Biological Processes, we found the Wnt signaling pathway, skeletal system development/bone morphogenesis, and tissue remodeling related genes (Figure 4 C). In addition, categories of genes found in cell migration and adhesion were also highly enriched related genes in the *Wwox-KO* mammary gland expression profile.

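Genes of skeletal development were higher in KO as a group, with a median log2 change of 0.08 (adjusted p = 0.001 by camera with a preset correlation, adjusted p = 0.44 with an estimated correlation). Those of matrix remodelling were higher too, with a median of 0.15. By camera the adjusted p = 0.00028 with a preset correlation and the adjusted p = 0.51 with an estimated correlation. For both lists the medians of the arrays overlapped between the groups. In matrix remodelling they were -0.12, -0.12 and 0.03 in WT and 0.21, 0.17 and -0.14 in KO. In skeletal development they were -0.04, 0.03 and -0.06 in WT and 0.05, 0.09 and -0.01 in KO. Of 71 measured genes of skeletal development, 4 rose and 1 fell. Col1a1, a chain of type I collagen, rose by 1.43 on the log2 scale (standard error 0.19, adjusted p = 0.0492), the matrix glycoprotein gene Sparc by 1.73, Inhba, an activin subunit, by 1.40 and Osr1 by 1.14, while Tnfsf11, a driver of osteoclast formation, was the member that fell. Of 52 genes of matrix remodelling, 3 rose and 0 fell (limma, 4 lower at an unadjusted p under 0.05). These were the metalloproteinase inhibitor gene Timp3, the hyaluronan synthase gene Has1 (1.29) and the urokinase gene Plau (1.98). Of 68 canonical Wnt components 0 were called by limma (5 higher and 5 lower at an unadjusted p under 0.05), and of 35 non-canonical genes 1 was, Wnt5a. With a gene counted when any of its probe sets was called, 14 skeletal genes and 12 remodelling genes had a rise. Canonical Wnt components had a median of -0.04 and a mean of -0.02, while camera, which compares a list with all other genes, placed them on the upper side (adjusted p = 0.38 by camera with a preset correlation, adjusted p = 0.6 with an estimated correlation), and the median was 0 after cyclic loess normalization and 0.04 after ribosomal protein centring. Non-canonical genes had a median of -0.08 and a mean of 0.01, also on the upper side by camera (adjusted p = 0.36 by camera with a preset correlation, adjusted p = 0.52 with an estimated correlation). By Fisher's exact test, two-sided, called genes were over-represented in the skeletal list (adjusted p = 0.0045) and in matrix remodelling (adjusted p = 0.047), and canonical Wnt components had an adjusted p = 1. Over all probe sets tested, 1 skeletal and 0 remodelling genes passed an adjusted p under 0.05 on their brightest probe set, and adjusted over the list alone 6 skeletal genes were higher and 1 lower, and 3 remodelling genes higher. The lists were drawn up from textbook knowledge after Table S1 had been read, and are not the GO categories of the paper. Fibroblast markers, which share 2 measured genes with the skeletal list and 4 with matrix remodelling, were higher as well, with 5 of 29 called and a median of 0.34 (adjusted p = 9.7e-08 by camera with a preset correlation, adjusted p = 0.52 with an estimated correlation). Osr1 was not called without WT2, at 0.98, and with the Gapdh and β-actin covariate Sparc was at 0.80, Plau at 0.48, Inhba at 1.43, Has1 at 1.41 and Osr1 at 0.99, none of them called. With all 4 control transcripts Plau, at 1.17, was not called and the others were, and against WT3 alone Has1 and Osr1 were not, at 0.93 and 0.80, nor Has1 against WT1 alone, at 1.44.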

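Cell adhesion genes were higher in KO as a group, with a median log2 change of 0.20 (adjusted p = 8.2e-06 by camera with a preset correlation, adjusted p = 0.41 with an estimated correlation). Of 73 measured, 5 rose and 0 fell on their brightest probe set (limma, 19 higher and 6 lower at an unadjusted p under 0.05). These were the endothelial tight junction gene Cldn5, with a log2 change of 1.24 (standard error 0.14, adjusted p = 0.0401), the laminin receptor gene Bcam (1.35, adjusted p = 0.043), the cytolinker gene Plec (1.01), the integrin gene Itgb4 (1.12) and the filamin gene Flna (1.15). Of 58 cell migration genes, 0 were called on their brightest probe set (6 higher and 4 lower at an unadjusted p under 0.05 by limma). With any probe set of a gene counted, 21 adhesion genes and 14 migration genes had a called rise, the latter including Rock1 (2.04) and Msn (1.80), examples chosen after their values were seen. The migration list had a median of 0.08 (adjusted p = 0.0091 by camera with a preset correlation, adjusted p = 0.52 with an estimated correlation). Over all probe sets tested 2 adhesion and 0 migration genes passed an adjusted p under 0.05, and adjusted over the list alone 4 adhesion genes were higher and 2 lower. By Fisher's exact test, two-sided, the adhesion list had an adjusted p = 0.0045. The migration list had an adjusted p = 1 on brightest probe sets and 6.2e-08 with any probe set counted. The latter count favours genes with more probe sets, for which the test does not correct. Endothelial markers were also higher, 5 of 31 called, with a median of 0.45 (adjusted p = 1e-09 by camera with a preset correlation, adjusted p = 0.51 with an estimated correlation). The endothelial list shares 2 measured genes with cell adhesion. Plec, Itgb4 and Flna were not called without WT2, at 1.03, 0.91 and 0.92, or without WT3, at 0.73, 0.96 and 0.98. Nor were they against WT1 alone, at 0.50, 0.36 and 0.35, or without any 1 of the KO arrays. Plec was also not called with the replicate number as a block, with array weights, at 0.96, or against WT2 alone, at 0.96. The migration list did not pass camera with a preset correlation without WT3, with a median of 0.02, or with the Gapdh and β-actin covariate, with -0.04, and the adhesion list did not with that covariate, with 0.09. Itgb4, Flna, Plec and Bcam were at -0.02, -0.04, 0.43 and 0.91 with it, none of them called, and with all 4 control transcripts Bcam was called, at 1.05, and the others were not, at 0.48, 0.51 and 0.49, while the migration list was at -0.02 with no pass.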

**Figure 4:**
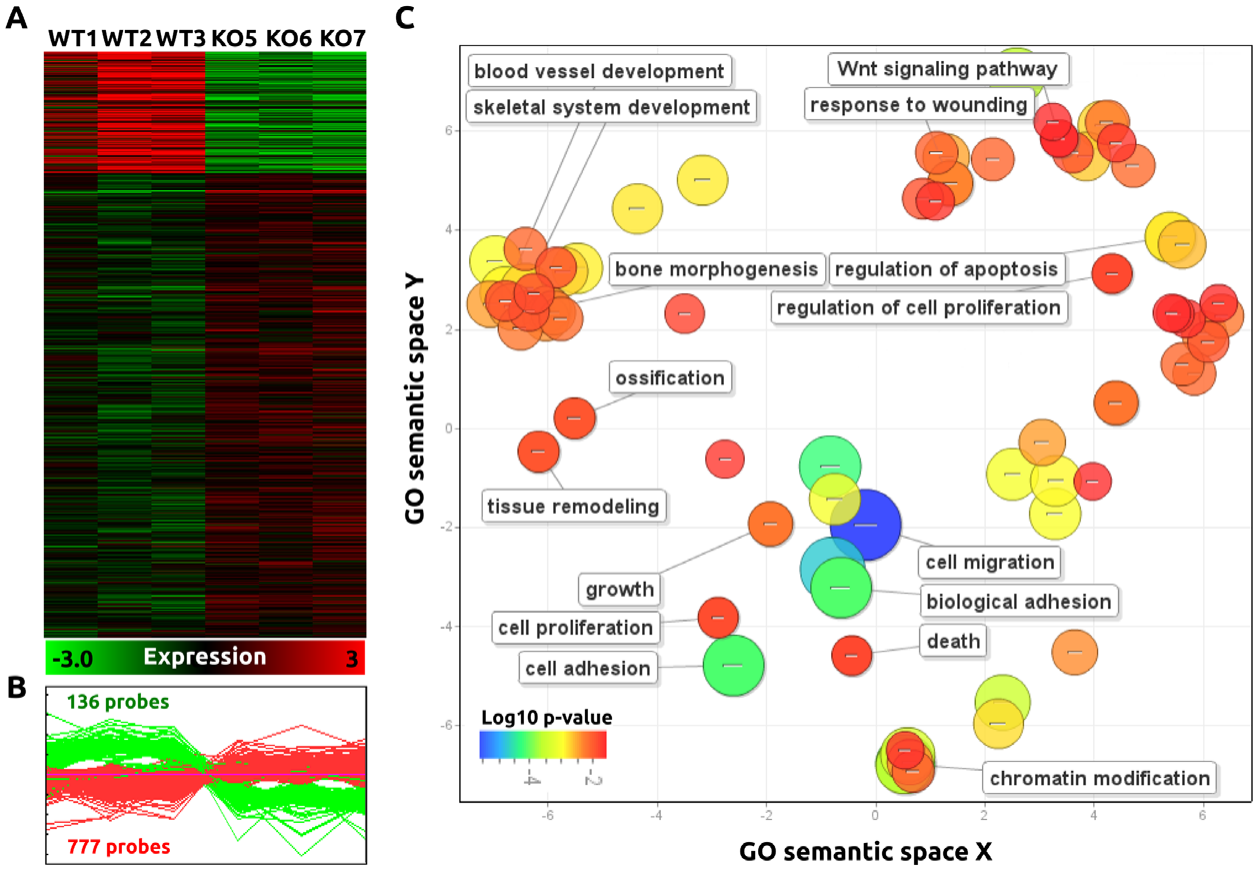
*Wwox-KO BK5-Cre* transgenic mice model gene expression profile study. (A) Heatmap of the differentially expressed genes between *Wwox WT vs. Wwox KO* mammary gland epithelial organoid samples (p<0.01; 2 Fold changes). Color scale at bottom of picture is used to represent expression level: low expression is represented by green, and high expression is represented by red. (B) Expression graph of the 913 deregulated probes (136 probes down-modulated and 777 up-modulated) among *Wwox WT* and *Wwox KO* mammary epithelial organoid samples. (C) Scatterplot graph showing the representative clusters, after redundancy reduction of the statistical significant GO terms (p<0.025) enriched in the deregulated gene list, in a two dimensional space related to GO terms' semantic similarities. Bubble color indicates the p-value of GO terms (expressed as Log10 p-value) and bubble size indicates the frequency of the GO term in the underlying GOA database (bubbles of more general terms are larger).

### Validation of gene expression changes

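Wnt5a was higher in KO organoids on each of its 4 probe sets, and 2 of them were called. The called probe set with the smaller p was at 8.39 ± 0.05 (SD, n = 3) in KO and 6.80 ± 0.39 (SD, n = 3) in WT. This is a log2 change of 1.59 (standard error 0.19, adjusted p = 0.043 by limma), or 3.01-fold, and by p it ranked 44 among the probe sets higher in KO. The brightest probe set rose by 1.08 (standard error 0.22, adjusted p = 0.0697). Those not called differed by 0.93 (adjusted p = 0.171) and, on the dimmest, by 0.29 (adjusted p = 0.253). Against WT1 alone the probe set with the smaller p was at 1.60, and with the Gapdh and β-actin covariate at 1.42, and it was called in both settings. The brightest probe set was not called without WT2, at 0.89, without KO6, at 0.98, with the covariate, at 0.94, or against WT3 alone, at 0.66, and was called with all 4 control transcripts, at 1.21. The brighter of those not called was called without WT3, at 1.29, with array weights, at 1.07, and against WT2 alone, at 1.59.

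**Figure D2:**
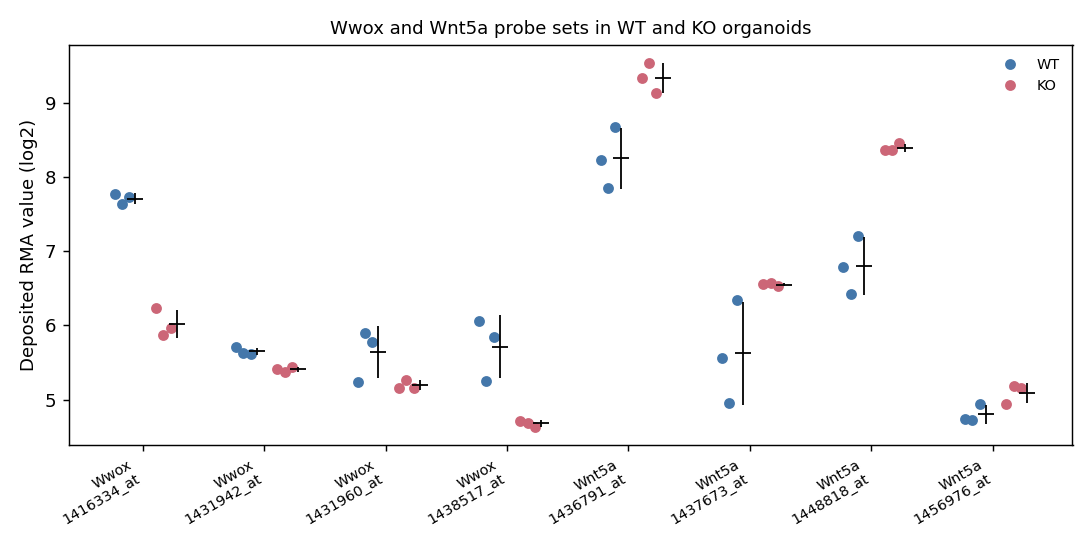
Deposited RMA values (log2) of the Wwox and Wnt5a probe sets; points are arrays, bars the mean and SD of 3 mice per group. On the brightest Wnt5a probe set the KO mean was 9.34 against 8.25 in WT, and on the dimmest 5.09 against 4.80.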

One of the most significantly upregulated genes in *Wwox-KO* mammary epithelium was the non-canonical Wnt pathway ligand *Wnt5a* (fold change = 3.01, p = 0.000057). *Wnt5a* is expressed during all stages of mammary gland development except during lactation [26]. We sought to validate the findings of our microarray by performing semi-quantitative RT-PCR on RNA from the mammary gland epithelial organoids of three 8 week old *WT* mice compared to three *Wwox-KO* mice (Figure 5, lanes 1–3 and 7–9). *Wnt5a* expression was observed to be variable in unsynchronized mice; mammary epithelial samples from two *WT* mice displayed very low levels of Wnt5a expression while one displayed high *Wnt5a* expression. We observed that all *Wwox-KO* mammary epithelial samples exhibited upregulation of *Wnt5a*. We then tested this expression in the pregnancy synchronized epithelium of P18.5 mice and found that 2 out of 3 *WT* mammary glands displayed low levels of *Wnt5a* expression while all *Wwox-KO* mammary glands tested exhibited increased levels of *Wnt5a* mRNA (Figure 5, lanes 4–6 and 10–12).

We then sought to determine possible mechanisms by which *Wnt5a* expression could be upregulated in *Wwox-KO* mammary gland. IL-6 induced Jak/Stat3 signaling has been shown to activate *Wnt5a* expression in many different cell types [27], [28]. From our microarray analysis we identified significant up-regulation of several genes related with the Jak/Stat3 signaling pathway (see Table S1). For instance, *IL6st*, the coreceptor and signal transducer of the pathway, was upregulated 4.17 fold (p = 0.005), *Jak1* was upregulated 3.04 fold (p = 0.003) and *Stat3* was upregulated 2.4 fold (p = 0.01). 

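Of 50 measured genes of the Jak/Stat3 pathway, 0 rose and 1 fell on their brightest probe set (5 higher and 4 lower at an unadjusted p under 0.05 by limma). The gene that fell was Lif, an IL-6 family cytokine, with a log2 change of -1.01 (standard error 0.21, adjusted p = 0.076). Its other probe set was higher by 0.92 (adjusted p = 0.111) and was not called. With any probe set counted, 3 genes had a called rise, namely Il6st, Jak1 and the receptor gene Il4ra (1.28 on the log2 scale, adjusted p = 0.111). Il4ra was at 0.53 against WT1 alone and 0.21 with the Gapdh and β-actin covariate, and was called in neither. Adjusted over the list alone, 2 were higher and 2 lower, and over all probe sets tested 0 passed an adjusted p under 0.05. The list had a median and a mean log2 change of -0.03, while camera placed it on the upper side (adjusted p = 0.62 by camera with a preset correlation, adjusted p = 0.81 with an estimated correlation), and the median was 0 after cyclic loess normalization and 0.04 after ribosomal protein centring. Of 35 genes known as Stat3 targets, 2 rose, the fibrinogen gene Fgb (1.70) and Wnt5a, and 1 fell, the ceruloplasmin gene Cp (-1.07). The targets had a median log2 change of 0.08 (adjusted p = 0.0091 by camera with a preset correlation, adjusted p = 0.41 with an estimated correlation), and with the Gapdh and β-actin covariate it was -0.05, with no pass. Adjusted over the list alone 2 targets were higher and 1 lower. Il4ra lies outside the rule for named genes and was picked after its value was seen. Lif was not called after cyclic loess normalization, at -0.97, or ribosomal protein centring, at -0.94, nor without WT2, at -0.93, KO5, at -0.93, or KO7, at -0.86. Fgb was not called without WT1, at 1.53, KO6, at 1.38, or KO7, at 1.55, nor Cp after ribosomal protein centring or without KO7, at -0.85. With the Gapdh and β-actin covariate Lif, Fgb and Cp were at -0.75, 2.31 and -1.05, with all 4 control transcripts at -0.85, 1.83 and -0.93, and against WT1, WT2 and WT3 alone Lif was at -0.90, -1.18 and -0.97, Fgb at 2.05, 1.40 and 1.66 and Cp at -1.07, -1.08 and -1.06, none of them called.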

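Il6st and Jak1 each rose on 1 probe set, and no Stat3 probe set was called. The Il6st probe set that rose was at 8.23 ± 0.36 (SD, n = 3) in KO and 6.17 ± 1.17 (SD, n = 3) in WT, a log2 change of 2.06 (standard error 0.53, adjusted p = 0.104 by limma), and its WT values were 7.51, 5.35 and 5.66 in WT1, WT2 and WT3. The other Il6st probe sets differed by 0.43 on the brightest, by -0.63, and by 0.78 on the dimmest. Jak1 rose by 1.61 on its dimmest probe set (standard error 0.38, adjusted p = 0.0911), and its brighter ones differed by 0.42 (adjusted p = 0.396) and 0.24 (adjusted p = 0.624). The brightest Stat3 probe set differed by 1.28 (standard error 0.37, adjusted p = 0.134), or 2.43-fold, with WT values of 11.77, 10.39 and 10.25 in WT1, WT2 and WT3, and missed the p limit, and its other probe sets differed by 0.22 to 0.32. Against WT1 alone, the Il6st, Jak1 and Stat3 probe sets with the largest changes were at 0.73, 0.74 and 0.31, with the Gapdh and β-actin covariate at 0.03, 0.52 and -0.12, and with all 4 control transcripts at 0.97, 0.76 and 0.33, and none was called in these settings. Against WT2 alone they were at 2.88, 1.63 and 1.70 and against WT3 alone at 2.57, 2.45 and 1.83, and all were called. Neither Il6st nor Jak1 was called without WT2, at 1.65 and 1.60, without KO5, at 1.92 and 1.55, or without KO6, at 2.00 and 1.66. Nor was Il6st without WT3, at 1.81, or Jak1 without KO7, at 1.61. Stat3 was called without WT1, at 1.77, and after cyclic loess and ribosomal protein scaling, at 1.32 and 1.35. It was also called with a trended and robust prior and with array weights, at 1.41 with the latter. The dimmest Il6st probe set was called against WT3 alone, at 1.01.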

To determine whether Stat3 was activated (i.e. phosphorylated) we analyzed phospho-Stat3 expression by means of immunohistochemistry in mammary gland samples from *BK5 Wwox WT* (n = 3) and *KO* (n = 3) mammary glands. We found that *Wwox KO* mammary epithelium had a significantly higher number of cells that were positive for strong nuclear phospho-Stat3 staining (p<0.003) (Figures 6 A–C). We also compared levels of phospho-Stat3 by means of Western blotting in *BK5-Cre WT* and *KO* epithelial organoids at p18.5, we indeed found a significant increase in phospho-Stat3 expression in the KO samples (Figure 6D).

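Among canonical Wnt components, 5 genes had a called rise on some probe set and 0 a called fall by limma. They were Gsk3b, Ctnnb1, the casein kinase gene Csnk1a1 (1.13 on the log2 scale, adjusted p = 0.0852), Tbl1x (1.23, adjusted p = 0.122) and the corepressor gene Tle3 (1.21, adjusted p = 0.0552). Csnk1a1, Tbl1x and Tle3 were at 0.81, 0.55 and 0.84 against WT1 alone and 0.58, 0.35 and 0.71 with the Gapdh and β-actin covariate, and were called in neither. In each of the 5 genes the called probe set was not the brightest of its gene. Fisher's exact test of genes with any called probe set, two-sided, gave an adjusted p = 0.15 for the list. Adjusted over the list alone, on brightest probe sets, 2 components were higher and 3 lower, and over all probe sets tested 0 passed an adjusted p under 0.05. Csnk1a1, Tbl1x and Tle3 are outside the rule for named genes and were picked after their values were seen.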

In the canonical Wnt pathway we found that several genes were significantly upregulated in *Wwox KO* mammary epithelium. This pathway was also highlighted by the GO analysis of the gene expression data (Figure 4C). 

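Gsk3b, which encodes the kinase that marks β-catenin for degradation, has 6 probe sets on the array, and 1 rose. It was at 8.45 ± 0.24 (SD, n = 3) in KO and 5.72 ± 1.56 (SD, n = 3) in WT. This is a log2 change of 2.73 (standard error 0.68, adjusted p = 0.0987 by limma), or 6.64-fold. Its WT values were 7.51, 4.85 and 4.79 in WT1, WT2 and WT3. The other Gsk3b probe sets were not called and differed by -0.52 to 0.50, the latter on the brightest (adjusted p = 0.147). On the probe set that rose, the log2 change was 0.93 against WT1 alone, 0.07 with the Gapdh and β-actin covariate and 1.01 with all 4 control transcripts, and it was not called in these settings. It was 3.60 against WT2 alone and 3.66 against WT3 alone, called in both, and it was called without WT1 but not without any other 1 array, with changes from 2.27 to 2.87.

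**Figure D3:**
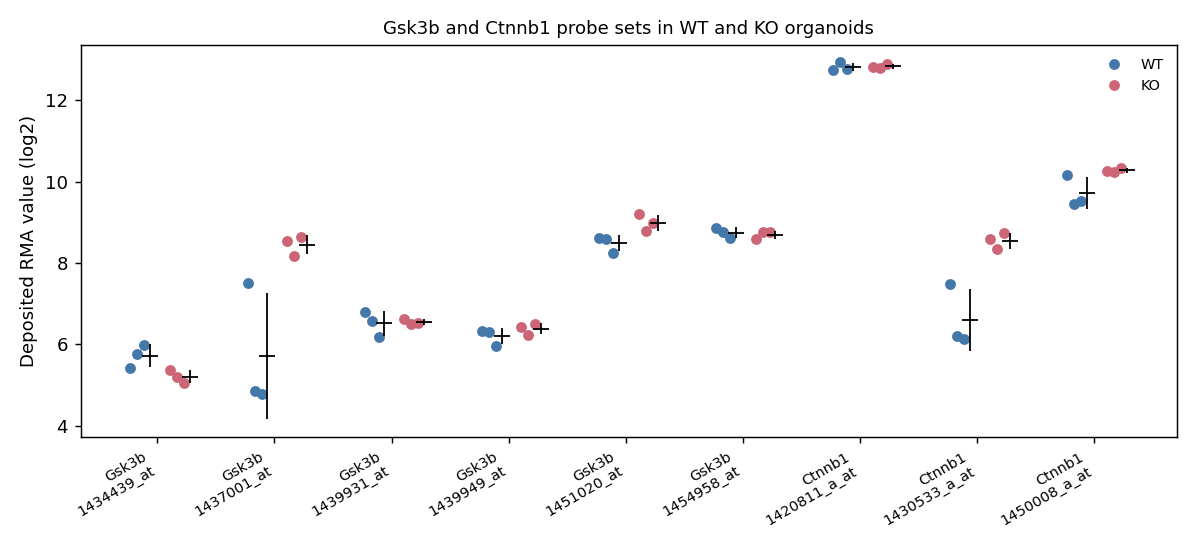
Deposited RMA values (log2) of the Gsk3b and Ctnnb1 probe sets; points are arrays, bars the mean and SD of 3 mice per group. On the brightest Gsk3b probe set the KO mean was 8.99 against 8.49 in WT.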

*Gsk3b* was increased 6.65 fold (p = 0.0044). In addition, we identified over-expression of the *Lrp6* coreceptor (1.8 fold; p = 0.0004) and the signal transducer *Dishevelled (Dvl1)* (1.8 fold; p = 0.0033) at a less stringent statistical cutoff (under 2 fold changes). 

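Lrp6 and Dvl1 were each higher on the dimmer of their 2 probe sets and lay below 2-fold on both, the paper giving them at a less stringent limit. The dimmer Lrp6 probe set was at 7.70 ± 0.19 (SD, n = 3) in KO and 6.88 ± 0.13 (SD, n = 3) in WT, a log2 change of 0.82 (standard error 0.14, adjusted p = 0.0557 by limma), or 1.76-fold, and the brighter one differed by 0.21 (adjusted p = 0.477). The dimmer Dvl1 probe set was at 9.85 ± 0.13 (SD, n = 3) in KO and 9.02 ± 0.38 (SD, n = 3) in WT, a log2 change of 0.83 (standard error 0.19, adjusted p = 0.0904), or 1.77-fold, and the brighter one differed by 0.11 (adjusted p = 0.73). Against WT1 alone the dimmer probe sets were at 0.93 for Lrp6 and 0.43 for Dvl1. With the Gapdh and β-actin covariate Lrp6 was called, at 1.02, and Dvl1 was at 0.16, and with all 4 control transcripts they were at 0.84 and 0.43, neither called. Dvl1 was called without WT1, at 1.02, and against WT2 alone, at 1.18.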

The *β-catenin* gene was upregulated 3.85 fold (p = 0.0007) in our microarray. 

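Ctnnb1, the gene of β-catenin, has 3 probe sets, and the dimmest of them rose. It was at 8.55 ± 0.19 (SD, n = 3) in KO and 6.61 ± 0.77 (SD, n = 3) in WT, a log2 change of 1.94 (standard error 0.35, adjusted p = 0.0632 by limma). Its WT values were 7.49, 6.20 and 6.13 in WT1, WT2 and WT3. The brightest probe set was at 12.83 ± 0.06 (SD, n = 3) in KO and 12.81 ± 0.10 (SD, n = 3) in WT, a difference of 0.02 (adjusted p = 0.935), and the one between them differed by 0.57 (adjusted p = 0.179). On the probe set that rose, the log2 change was 1.06 against WT1 alone and 1.08 with all 4 control transcripts as the covariate, called in both, and 0.64 with Gapdh and β-actin alone, not called. It was also called with each of the 6 arrays left out in turn.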

To determine whether the noted upregulation of *β-catenin* mRNA and other canonical pathway components resulted in an increase of nuclear localized *β-catenin* protein we performed immunohistochemical analysis on mammary gland sections from 12 week old virgin *BK5-Cre* mice. We found that all protein was localized to cytoplasm and cell membrane, no nuclear localization was noted and no differences were observed between *BK5 WT* and *KO* mammary samples, indicating that likely most *β-catenin* is degraded in the cytoplasmic compartment and does not translate in hyperactivation of said pathway. This is consistent with the findings that no classical target genes of the canonical Wnt pathway were observed upregulated in *KO* mammary glands (e.g. *Cyclin D1, Myc, Fgf20*) and no change in proliferation was observed.

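No probe set of Ccnd1, the gene of cyclin D1, of Myc or of Fgf20 was called. Ccnd1 differed by -0.07 on the log2 scale on its brightest probe set (standard error 0.20, adjusted p = 0.893 by limma), and by 0.24 (adjusted p = 0.752) and 0.61 (adjusted p = 0.212) on the others. Myc differed by -0.33 (standard error 0.17, adjusted p = 0.325). Fgf20 was dim, at 3.92 ± 0.13 (SD, n = 3) in KO and 4.08 ± 0.05 (SD, n = 3) in WT, and differed by -0.16 (adjusted p = 0.49). Of 32 measured canonical Wnt target genes, 0 were called on their brightest probe set by limma (2 higher and 3 lower at an unadjusted p under 0.05). Adjusted over the list alone, 0 were higher and 2 lower. Sox9, picked after its value was seen, had another probe set called (1.02, adjusted p = 0.125). The list had a median and a mean log2 change of -0.04, while camera placed it on the upper side (adjusted p = 0.59 by camera with a preset correlation, adjusted p = 0.63 with an estimated correlation), and the median was 0 after cyclic loess normalization and 0.04 after ribosomal protein centring. From tissue sections in which β-catenin lay in the cytoplasm and the membrane and not in the nucleus, alike in WT and KO, the paper proposes that most β-catenin is degraded in the cytoplasm without hyperactivation of the pathway, and it sets the lack of upregulated target genes beside this.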

**Figure 5:**
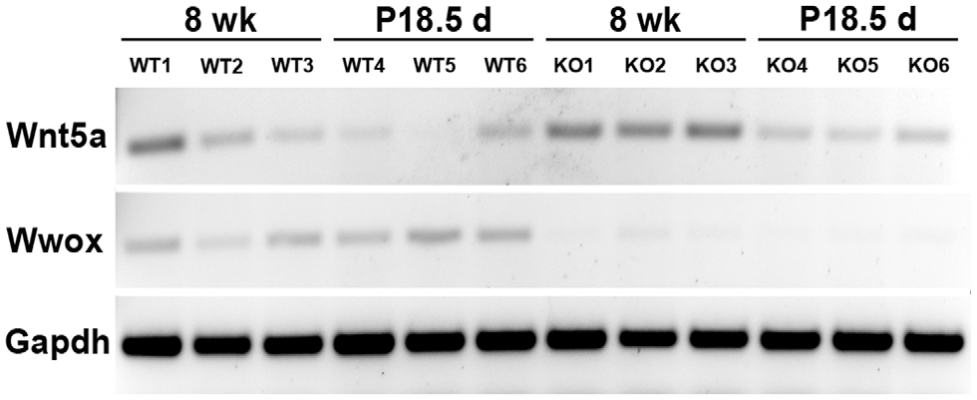
*Wnt5a* expression increases in *BK5 Wwox KO* mammary epithelium. Semi-quantitative RT-PCR was performed on cDNA synthesized from RNA obtained from mammary epithelial organoids (3 different animals per group) as discussed in Materials and Methods. Lanes from left to right are: (lanes 1–3) 8 week virgin *Wwox WT*, (lanes 4–6) P18.5 *Wwox WT*, (lanes 7–9) 8 week virgin *Wwox KO*, and (lanes 10–12) P18.5 *Wwox KO*. *Wwox* expression is shown in the middle panel as further verification of *Wwox* ablation. *Gapdh* expression is shown as a normalization control. Each PCR reaction was performed at 24, 26, 28 and 32 cycles to ensure that reaction was in linear range. Results shown at 24 cycles.

## Discussion

Previous mouse *Wwox KO* models have shown that deletion of this gene dramatically affects the lifespan of the animal, all mice die by 3–4 weeks of age thus making observations in adult tissues impossible [18], [19]. Here we present the first report on the effects of conditional *Wwox* deletion in developing and mature mouse mammary epithelium.

One of the primary goals of this study was to determine whether deleting *Wwox* in the mammary gland leads to tumor formation. Importantly, we found no evidence of tumor formation in the mammary gland or any other tissue by either of the two conditional KO approaches utilized, even if these mice were monitored up to 1.4 years of age. This strongly suggests that *Wwox* does not behave as a classical highly penetrant tumor suppressor gene in mammary gland epithelium as previously thought [4]. Our studies clearly indicate that loss of *Wwox* expression is not sufficient for tumor formation. Furthermore, our findings are in clear disagreement with previous speculation suggesting that *Wwox* haploinsufficiency is tumorigenic [18], [29], [30], [31]. Importantly, *Wwox* ablation did not lead to the development of hyperplasia or preneoplastic lesions and no increase in cell proliferation was observed in mammary gland epithelium. This suggests that Wwox loss of expression is perhaps of more relevance during the progression stages of tumorigenesis rather than in the initiation of neoplasia. In fact, we did find that loss of Wwox in the mammary gland is associated with an increase in the expression of several genes associated with tumor progression.

In previous studies, Abdeen et al reported increased susceptibility to mammary carcinogenesis in Wwox+/−mice that were backcrossed onto the mammary tumor-susceptible C3H genetic background. Thus, an effect of Wwox in tumor initiation cannot be ruled out at this point. There is also a possibility that genetic background may play a role in masking some mammary phenotypic effects of Wwox ablation since our studies were performed in a mixed 129SV/C57Bl/6 genetic background. However, it is unlikely that we would not see any signs of mammary cancer predisposition as described throughout this report.

We further observed that *Wwox* ablation results in a significant impairment in mammary gland ductal branching in virgin mice. Perhaps the lack of Wwox expression affects the ability of epithelial cells to invade the mammary fat pad during development. Furthermore several genes associated with tissue remodeling and extracellular matrix interactions were observed deregulated. For instance, *Timp2* and *Timp3* were both found significantly upregulated in *Wwox KO* epithelium (Table S1).

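Structural genes of the extracellular matrix were higher in KO as a group, with a median log2 change of 0.42 (adjusted p = 7.1e-18 by camera with a preset correlation, adjusted p = 0.41 with an estimated correlation). Of 58 measured, 9 rose and 1 fell on their brightest probe set. The basement membrane collagen genes Col4a1 and Col4a2 rose by 1.09 (standard error 0.13, adjusted p = 0.043 by limma) and 1.12 (standard error 0.14, adjusted p = 0.043) on the log2 scale, the fibulin gene Fbln2 by 1.36 and the laminin chain gene Lama5 by 1.65. The gene that fell was Ltbp2, which encodes a protein of elastic fibres, at -1.17 (adjusted p = 0.105), named after its value was seen. Over all probe sets tested 4 passed an adjusted p under 0.05, and adjusted over the list alone 18 were higher and 1 lower. Fibroblast markers, which share 13 measured genes with this list, moved with it, 5 of 29 called higher and 0 lower, with a median of 0.34 (adjusted p = 9.7e-08 by camera with a preset correlation, adjusted p = 0.52 with an estimated correlation). With the Gapdh and β-actin covariate Col4a1 was called, at 1.06, and Col4a2, Fbln2 and Lama5 were at 0.89, 0.90 and 0.70 and were not, while with all 4 control transcripts they were called, at 1.04, 1.16 and 1.06. Col4a2 was also not called against WT1 alone, at 0.97.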

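Timp3 was higher in KO on each of its 4 probe sets, and 3 of them rose. The brightest was at 12.15 ± 0.27 (SD, n = 3) in KO and 10.80 ± 0.30 (SD, n = 3) in WT, a log2 change of 1.35 (standard error 0.20, adjusted p = 0.05 by limma). Further Timp3 probe sets rose by 1.40 and 1.27, and the one not called differed by 0.78 (adjusted p = 0.0789). Timp2, another inhibitor of metalloproteinases, has 6 probe sets that lay further apart. A dim one, at 5.07 in WT, rose by 1.68 (standard error 0.17, adjusted p = 0.035), and one at 9.55 in WT rose by 1.28 (adjusted p = 0.0913). Another had a log2 change of 1.11 (adjusted p = 0.135) and missed the p limit, and the dimmest differed by 0.13. The brightest pair differed by 0.49 (adjusted p = 0.259) and -0.04 (adjusted p = 0.929). The dim Timp2 probe set was at 1.77 against WT1 alone, and the other that rose at 0.68 against WT1 alone, 0.47 with the Gapdh and β-actin covariate and 0.83 with all 4 control transcripts, called in none of these. The brightest Timp3 probe set was at 1.02 against WT1 alone and 1.12 with all 4 transcripts, called in both, and 0.91 with Gapdh and β-actin, not called. The Timp3 probe set that rose by 1.40 was likewise not called with Gapdh and β-actin, at 1.00, and called with all 4 transcripts, at 1.30, and against WT1 alone, at 1.17. The brighter of the called Timp2 probe sets was also not called without WT2, at 1.19, WT3, at 1.07, KO5, at 1.22, or KO6, at 1.12. The Timp2 probe set that missed the p limit was called without WT1, at 1.47, and without KO7, at 1.30. It was called after each of quantile, cyclic loess and ribosomal protein scaling, with a trended and robust prior and with array weights. Against WT2 or WT3 alone it was called too, at 1.57 and 1.36. Against WT1 alone it was at 0.39 and was not called. With the Gapdh and β-actin covariate it was at 0.03 and with all 4 transcripts at 0.56, called in neither.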

However, the observed defects in mammary gland morphogenesis did not inhibit normal functional differentiation since both *BK5* and *MMTV Wwox KO* mice are able to produce mature mammary epithelial gland structures during pregnancy leading to milk production and normal lactation.

**Figure 6:**
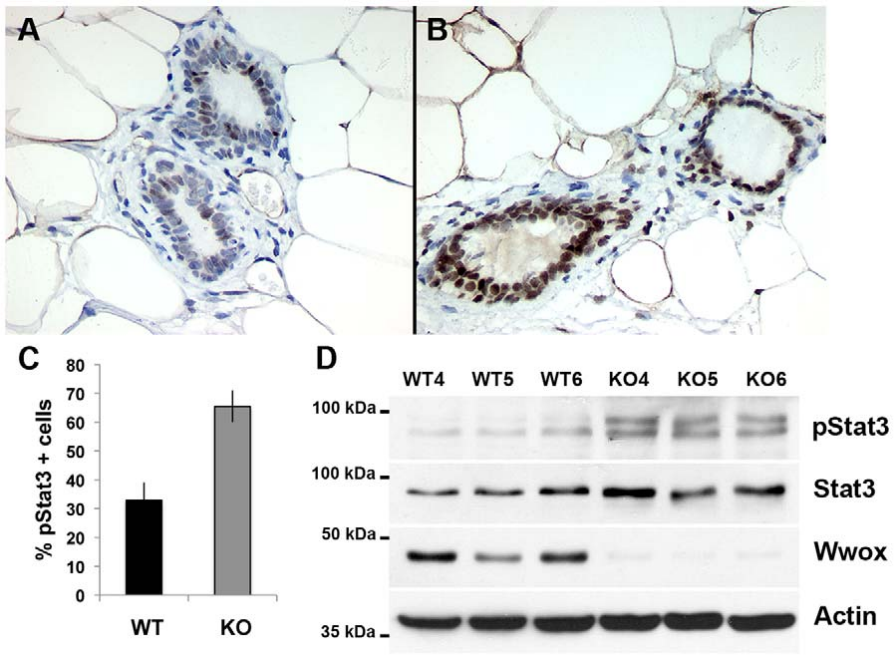
*Wwox* deletion correlates with increased phospho-Stat3 protein in mammary epithelium. (A–B) Immunostaining for phospho-Stat3 (pStat3) protein in histological sections from 12 week virgin *BK5 Wwox WT* (A) and *Wwox KO* (B) mammary glands. Strong nuclear staining can be seen in the majority of cells in *Wwox KO* sections. (C) Quantification of percentage of cells positive for pStat3 staining in *Wwox WT* (n = 3) and *Wwox KO* (n = 3) histological sections. A total of 1000 cells were counted from random fields within each sample. (D) Whole cell lysates from mammary epithelial organoids from P18.5 *BK5 Wwox WT* (n = 3; WT4, WT5, WT6) and *Wwox KO* (n = 3; KO4, KO5, KO6) mice, were probed pStat3 levels. Wwox protein levels are shown to verify Wwox knockdown. Total Stat3 levels are shown as a control and Actin protein levels are shown as a loading control.

In our gene expression studies we found that the *Wnt5a* gene is significantly upregulated in *Wwox*-ablated mammary epithelium. The Wnt5a ligand primarily signals through the planar cell polarity pathway but has the potential to activate the canonical Wnt signaling pathway as well depending on which set of coreceptors pair with the Frizzled receptor upon Wnt5a binding [32]. High levels of Wnt5a expression have been associated with osteosarcoma [33], prostate carcinoma [34] and metastatic melanoma [35]. Interestingly in normal tissue such as the developing mammary gland high levels of Wnt5a are associated with decreased cell proliferation and delayed development [36]. Furthermore, *Wnt5a* over-expression has been shown to lead to developing a very similar phenotype to what we observed in *Wwox KO* mammary epithelium. *Wnt5a* overexpression inhibits ductal extension and lateral branching while *Wnt5a^−/−^* mammary tissue exhibits an accelerated developmental capacity compared with wild-type tissue [36].

A number of different cell signaling pathways have been shown to activate transcription of the *Wnt5a* gene such as TGFβ, TNFα, Hedgehog, and IL-6/Jak/Stat3 (reviewed in [37]). We chose to focus on the Jak/Stat3 pathway not only because of its association with *Wnt5a* expression but also because several transcripts of said pathway were detected upregulated in *Wwox KO* mammary epithelium.

Mammalian *Wnt5a* is known to be a Stat3-target gene due to tandem Stat-binding sites found in a region of intron 4 of the gene [27]. In the mouse mammary gland, activation of the transcription factor Stat3 by tyrosine phosphorylation has primarily been associated with inducing the transcription of genes involved in the initiation of cell death and tissue remodeling during mammary gland involution post lactation [38]. Previous analyses for phospho-Stat3 have shown that Stat3 is weakly activated in virgin mammary gland, turned off at the onset of pregnancy and reactivated for a short time at the end of pregnancy and the beginning of lactation. Stat3 signaling appears to remain silent for the duration of lactation until it is strongly reactivated at the beginning of involution [39]. In our studies we observed that phospho-Stat3 levels are significantly increased in *Wwox KO* mammary epithelium from virgin and pregnant mice (P18.5). Taking its role in involution into account we would expect to observe increased apoptosis due to the increased activated Stat3 but we saw no significant difference in cell death between *WT* and *Wwox KO* mammary glands (data not shown). In regards to tumorigenesis, despite having a pro-apoptotic function in mammary gland involution, Stat3 has been found to be constitutively active in breast cancers at low levels and these cancers appear to become addicted to Stat3 [39]. Further studies will be required to better understand the interplay between loss of WWOX function and Stat3 activation.

We also observed that the expression of several components of the canonical Wnt pathway were upregulated in *Wwox KO* mammary epithelium. Inhibition of WWOX has previously been associated with increased signaling through this pathway as shown by stabilization of the β-catenin protein as well as increased transcriptional activity in cell lines. It was shown that WWOX binds Dvl-2 and it was proposed that WWOX could play a role in sequestering such signal transducer in the cytoplasmic compartment [40]. Even though we observed an increase in the expression of *β-catenin* at gene expression level, we did not detect active β-catenin nuclear translocation nor did we observe an increase in the expression of known transcriptional target genes such as *Cyclin D1, Myc or Fgf20* or increase in cell proliferation. Further experiments will be needed to clarify the effect of *Wwox* ablation on the canonical Wnt signaling pathway.

In summary, we report the first characterization of tissue specific targeted ablation of the putative tumor suppressor gene *Wwox* in adult mouse tissues. We demonstrated that conditional deletion of Wwox in the mouse mammary gland does not result in tumorigenicity. The fact that WWOX expression is lost in multiple neoplasias by a variety of mechanisms is undeniable and very well documented [4], [5], [7], [41]. Thus, our data indicate that WWOX does not behave as a classical highly penetrant tumor suppressor gene and more likely the loss of WWOX expression is related to tumor progression. Experiments are in progress to determine whether *Wwox* ablation plays a role in mammary gland tumor progression.

## Materials and Methods

### Ethics statement

Mice used in these studies were maintained in a clean, modified-barrier animal facility, fed regular commercial mouse diet (Harlan Lab, Indianapolis, IN) under controlled light (12L∶12D) and temperature (68–74°F). All animal research was conducted in facilities accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International at the University of Texas, M.D. Anderson Cancer Center, Science Park, following international guidelines and all research was specifically approved by the University of Texas M. D. Anderson Cancer Center Institutional Animal Care and Use Committee, (Animal Welfare Assurance Number A3343-01).

### Generation of conditional *Wwox* knockout mice using *BK5-Cre* and *MMTV-Cre* mediated deletion

Female *Wwox^flox/flox^* mice (129SV/C57Bl/6 background) were bred with male mice homozygous for the *Cre* recombinase gene under control of either the *bovine keratin 5* (*BK5*) promoter or the *MMTV* promoter (Line D, [25]) to generate the *Wwox^+/ΔCre^* F1 generation. Generation of *Wwox^flox/flox^* mice is discussed elsewhere [19]. *BK5-Cre* transgenic mice (129SV/C57Bl/6 background) were obtained from the laboratory of Dr. David Johnson (MDACC, Science Park) while the *MMTV-Cre* transgenic mice (129SV/C57Bl/6 background) were obtained from Jackson Labs (stock #003553) Genotypes were determined by PCR using the oligonucleotide primers: Cre F: 5′-GCCTGCATTACCGGTCGATGCAACG-3′ Cre R: 5′-GTGGCAGATGGCGCGGCAACACCAT-3′ Wwox-N1: 5′-ATGGGCCGAAACTGGAGCTCAGAA-3′ Wwox-N2: 5′-TCAGCAACTCACTCTGGCTTCAAC-3′ Wwox-L: 5′-GCATACATTATACGAAGTTATTCGAG-3′.

### Mammary gland whole mount preparation, histology and morphometric analysis

For whole mounts, the 4^th^ inguinal mammary glands were dissected, spread onto glass slides and fixed with formalin overnight and stained with carmine alum by standard procedures. Mammary gland whole mount slides were then scanned for image analysis and morphometry using the ScanScope CS system (Aperio Technologies, Inc., Vista, CA) and scans were analyzed for morphometric features such as number of branches per mm of ductal length.

### Immunohistochemistry

For immunohistochemistry, formalin-fixed paraffin sections from mammary glands were deparaffinized and tissue sections were treated with 10 mM Citrate buffer (pH 6.0; 15 min, microwave) for antigen unmasking and Biocare blocking reagent (Biocare) for blocking endogenous immunoglobulin in cases using primary antibodies. Staining was then performed using DAB (Dako) according to manufacturer's instructions. Primary antibodies used were rabbit anti-Wwox [14] (1∶50 dilution), rabbit anti-pSTAT3 (Cell Signaling Technology, 1∶50 dilution), rabbit anti-Estrogen Receptor alpha (Santa Cruz, 1∶500 dilution), mouse anti-Progesterone Receptor (Abcam, 1∶100 dilution) and rabbit anti-Ki67 (Bethyl, 1∶250 dilution). Tissue sections were counterstained with hematoxylin. Quantification of cells that were positive for pSTAT3, ERα, PR or Ki67 was performed by scanning each stained section with the ScanScope system as described above. A thousand epithelial cells from random fields within the tissue section were counted to determine the percentage of cells that were positive for the respective staining.

### Mammary gland transplantation experiments

Twelve week old virgin BK5-Cre Wwox KO mice served as mammary epithelium donors. Mammary tissues were minced into small pieces (∼1 mm^3^) and were used for transplantation into recipient mice. Recipient mice (n = 10) were 4 week old female SCID mice whose left and right 4^th^ mammary fat pads (MFPs) had been cleared as previously described [42]. The sites of the left MFPs were inoculated with mammary epithelial cells harvested from *BK5-Cre Wwox*-*KO* mice. Recipient mice were monitored for 10 months and transplanted MFPs were dissected. Analysis of MFPs was done by whole mount and histological examinations.

### Microarray data processing, statistical and data mining analyses

Mammary gland epithelial organoids were obtained as previously described [43] from three *WWOX*-*KO* mice (*BK5-cre+; WWOX ^flox/flox^*) and from three *WWOX-WT* mice (*BK5-cre -; WWOX ^flox/flox^*). Total RNA was isolated and purified using the TRIzol/RNeasy Kit (Qiagen) from each mammary gland sample. RNA concentration and integrity were measured on an Agilent Bioanalyzer RNA 6000 Nanochip (Agilent Technologies). Five micrograms of total RNA per sample were used for cDNA synthesis, labeling and hybridization to whole genome Affymetrix GeneChip Mouse Genome 430 2.0 Arrays. Labeling and hybridization to Affymetrix GeneChips was carried out at the Genomics Core Facility at the MDACC. Briefly, we carried out QC and normalization procedures in R/Bioconductor [44] using the simpleaffy package [45].

To identify differentially expressed genes between the WWOX-WT vs. WWOX-KO mammary gland organoid expression profiles, we utilized the modified two-sample t-test using Limma package [46]. Raw datasets have been submitted to NCBI GEO database with accession number: GSE36665. Heatmap visualization of differentially expressed transcripts were done with the MultiExperiment Viewer software (MeV 4.8) [47]. For automated functional annotation and gene enrichment analysis, we used the Database for Annotation, Visualization and Integrated Discovery (DAVID) [48]. The DAVID resource calculates over-representation of specific biological themes/pathways with respect to the total number of genes assayed and annotated. REViGO resource was employed to summarize and visualize the enriched GO terms in a scatterplot graph based on the p-values obtained by DAVID. This allows the identification of biological themes/pathways within a specific list of differentially expressed genes.

### RNA isolation and real time and semi-quantitative RT-PCR

Total RNA was isolated from mammary epithelial organoids from *Wwox* WT and KO female mice (n = 3 different mice in each group) using Trizol (Life Technologies) extraction and then cleaned up with Qiagen RNeasy Mini Kit; 300 ng of total RNA was used for reverse transcription using the High Capacity cDNA Reverse Transcription kit (Applied Biosystems). One uL of the 20 uL reverse transcription reaction was used for real-time PCR ran on the 7900HT real-time PCR system (Applied Biosystems). Taqman Gene Expression Assays (Applied Biosystems) for mouse *Wwox* (assay ID: Mm01247380_m1) and 18S rRNA (assay ID: Hs99999901_s1) were used in separate reactions to determine *Wwox* expression relative to 18S expression in each sample. Experiments were performed in triplicate. Wwox expression was normalized first to 18S expression within each sample and then to WT levels. For semi-quantitative RT-PCR 1 uL of cDNA reaction was added to a PCR reaction using the GoTaq Green Master Mix (Promega). Forward and reverse primers for mouse *Wnt5a*, *Wwox* and *Gapdh* were added to final concentration of 2 pg/uL and are as follows: *Wnt5a* F 5′-TCCTTCGCCCAGGTTGTTAT-3′, *Wnt5a* R 5′-GCAGAGAGGCTGTGCACCTA-3′, *Wwox* F 5′-TGGAGCAAATTCGGGAATAG-3′, *Wwox* R 5′-ATTGCTTCCACCTTGGCTTT-3′, *Gapdh* F 5′-CGTCCCGTAGACAAAATGGT-3′, *Gapdh* R 5′-TCAATGAAGGGGTCGTTGAT-3′. Reactions were run on a BioRad iCycler under standard conditions for 24, 28 and 32 cycles to ensure that reaction conditions were in linear range. PCR reaction products were electrophoresed on 2% agarose gel, stained with GelRed Nucleic Acid Stain (Phenix) and visualized under UV.

### Western blot analysis

To monitor endogenous activation of the Stat pathway in mammary epithelium total protein extracts were prepared from the 4^th^ inguinal mammary epithelial organoids. Protein isolation was done using RIPA buffer (50 mM Tris buffer pH 7.5, 150 mM NaCl, 0.25% sodium deoxycholate, 10 mM EDTA, 1% NP40) with protease inhibitor cocktail (Roche, Mannheim, Germany) and the phosphatase inhibitors sodium vanadate (2 mM) and sodium fluoride (5 mM). For western blotting, 20 ug of total protein was separated on 12.5% SDS-PAGE and transferred to a PVDF membrane. Membranes were blocked and antibodies were diluted in 5% dry milk/TBST. Primary antibodies used were: rabbit anti-Wwox (1∶2000) [7], rabbit anti-phospho-Stat3 (Santa Cruz, 1∶1000) and mouse anti-Stat3 (Santa Cruz, 1∶1000). HRP conjugated secondary antibodies were used followed by chemiluminescence autoradiography. Actin was used as the protein loading control and it was detected using monoclonal anti-actin antibody (Sigma, 1∶1000) and HRP conjugated anti-mouse secondary antibody (1∶5000). Immunodetection was performed using ECL Western Blotting Detection Reagents (GE Healthcare) as described by the manufacturer.

## Supporting Information

Figure S1 **Conditional BK5 Wwox KO mice die prematurely; Kaplan-Meier survival curve of mice with BK5-Cre mediated Wwox ablation.**
(DOCX) Click here for additional data file.

Figure S2 **Cytokeratin 5 immunostaining in** ***BK5 KO*** **mammary gland (10 wk old virgin mouse).** As can be observed, K5 staining is limited to the basal layer of every epithelial structure as in normal wild type mammary gland. No obvious abnormalities in epithelial differentiation were detected.
(DOCX) Click here for additional data file.

Table S1 List of 913 probes from Affymetrix gene expression profile differentially expressed between *Wwox KO* and *Wwox WT* mammary gland epithelium (p<0.01; 2 fold changes).
(XLS) Click here for additional data file.

# Supplementary material for: Conditional Wwox Deletion in Mouse Mammary Gland by Means of Two Cre Recombinase Approaches
**Source:** PLoS One. 2012 May 4;7(5):e36618. doi: 10.1371/journal.pone.0036618

Figure S1. Conditional BK5 Wwox KO mice die prematurely; Kaplan-Meier survival curve of mice with BK5-Cre mediated Wwox ablation.

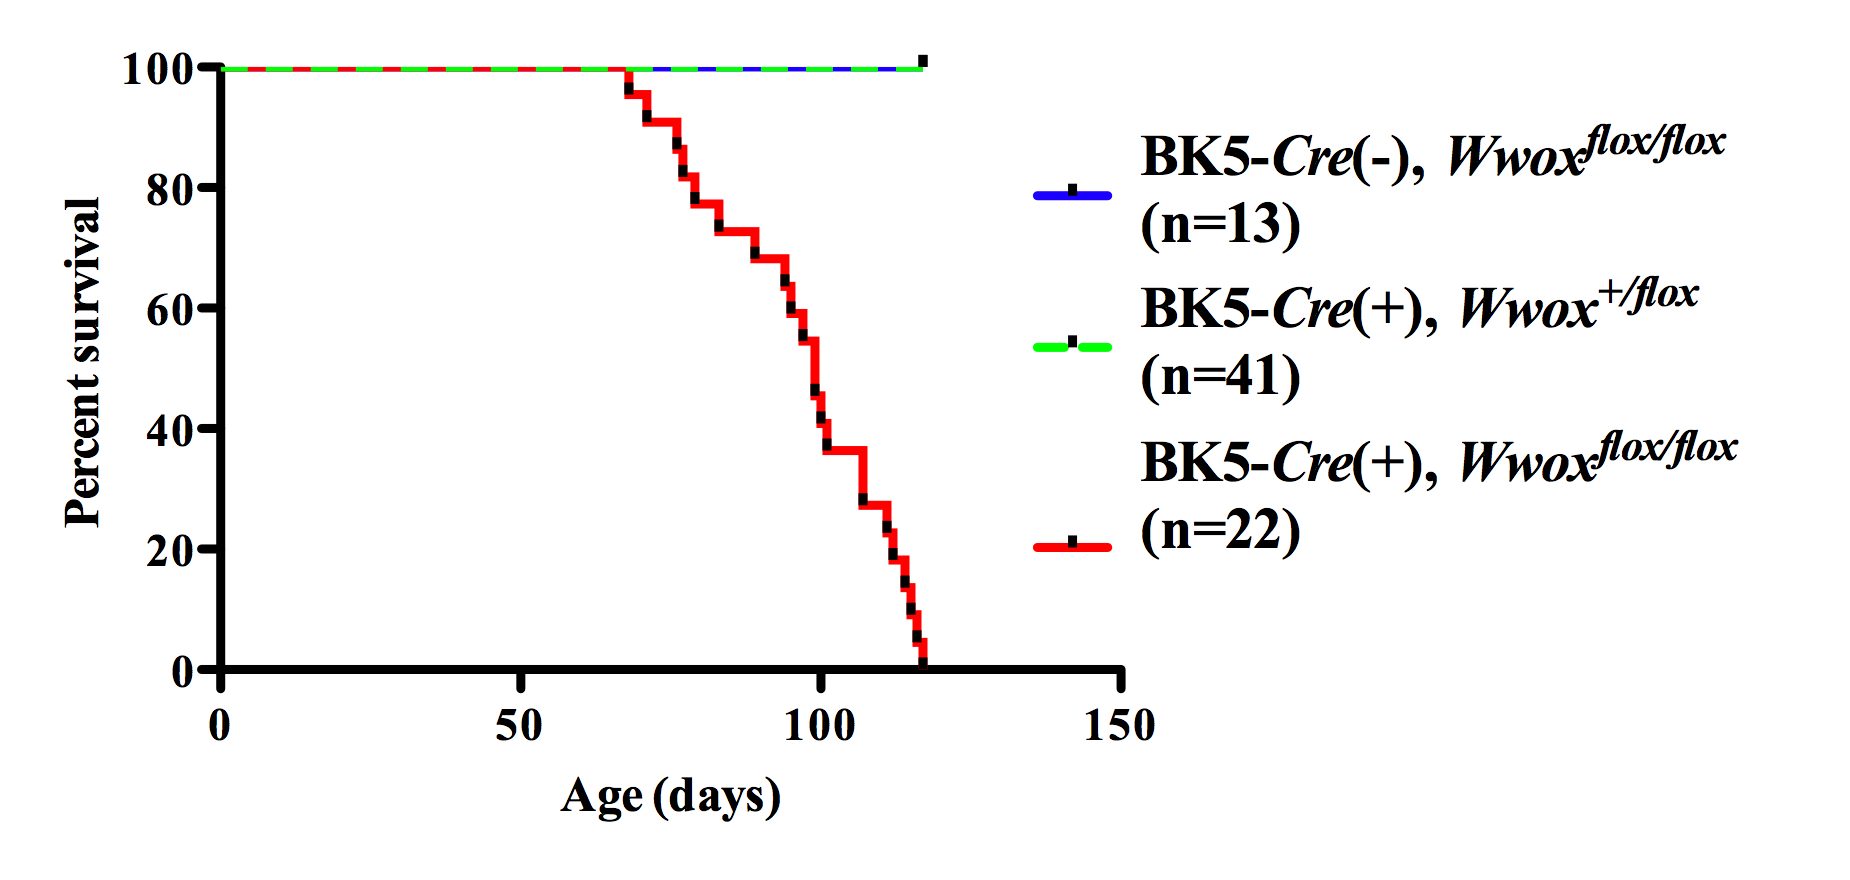

**Supplement:** Figure S1 — Conditional BK5 Wwox KO mice die prematurely; Kaplan-Meier survival curve of mice with BK5-Cre mediated Wwox ablation.

# Supplementary material for: Conditional Wwox Deletion in Mouse Mammary Gland by Means of Two Cre Recombinase Approaches
**Source:** PLoS One. 2012 May 4;7(5):e36618. doi: 10.1371/journal.pone.0036618
**Supplement:** Figure S2 — Cytokeratin 5 immunostaining in BK5 KO mammary gland (10 wk old virgin mouse). As can be observed, K5 staining is limited to the basal layer of every epithelial structure as in normal wild type mammary gland. No obvious abnormalities in epithelial differentiation were detected.

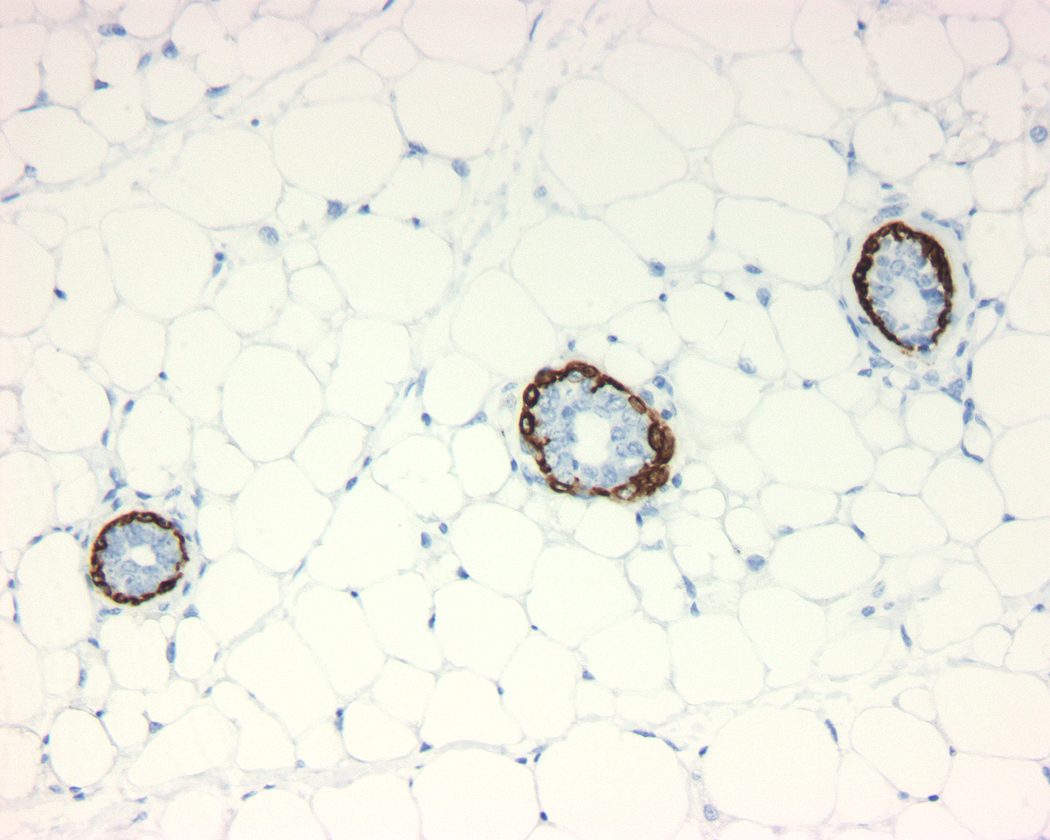

**Figure S2:** Cytokeratin 5 immunostaining in *BK5 KO* mammary gland (10 wk old virgin mouse). As can be observed, K5 staining is limited to the basal layer of every epithelial structure as in normal wild type mammary gland. No obvious abnormalities in epithelial differentiation were detected.

How the deposited data were processed for this re-analysis (not part of the article)

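RNA of mammary epithelial organoids from 3 WT and 3 BK5 Wwox KO mice, 8 weeks old and of mixed genetic background, had been hybridised to Affymetrix mouse arrays, 1 array per mouse. The authors deposited log2 values that they had made with RMA (version not given in the sources used here), which corrects the background, quantile normalizes the arrays and summarises the probes of each probe set. Their methods name simpleaffy for quality control and normalization and limma for the statistics. The deposited values were not normalized again. The table holds 45101 probe sets, of which the 64 Affymetrix controls were kept for the checks of RNA quality and left out of the tests. Of the 45037 tested, 34945 carry 1 gene symbol, 932 several and 9160 none, and genes were named only through the first kind. The reference gene table was used for names and for which genes neighbour each other, and no coordinates were taken from it. It held the gene identifier of 34754 probe sets.

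KO was compared with WT in limma 3.58.1 (R 4.3.3), with lmFit and eBayes and no other covariate, on all 6 arrays. Every adjusted p of a probe set is limma's, adjusted by Benjamini and Hochberg. A probe set was called at an unadjusted p under 0.01 and a change of at least 2-fold, the limits of the paper. Each of 36 gene lists of pathways, processes and cell types, written before the deposited table of all probe sets was examined but after Table S1, which gives array values of its own probe sets, had been read, was tested on the brightest probe set of its genes with camera (preset correlation of 0.01, and again with an estimated one), fry, and Fisher's exact test of called genes, two-sided, with adjustment over the lists. Single measures were compared with exact permutation tests, two-sided, whose smallest p with 3 against 3 is 0.1. Named genes were those the paper names from the arrays, with all their probe sets, the 12 largest rises and 12 largest falls among called probe sets with the groups apart and 1 gene symbol, up to 5 called members of each list, and genes of proteins the paper stained or measured otherwise. This rule was written after the values in Table S1 had been seen. Figures were drawn in matplotlib 3.10.9 under Python 3.11.15.

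The limma step was tested on simulated data for KO minus WT, 3 against 3, on 45037 probe sets with 100 changed at each of 2 sizes. It recovered 83% of changes of 1.2 on the log2 scale and 99% of changes of 2. It called 0 with the wrong sign and 37 unchanged probe sets. The 37 need not hold for the real arrays. Of their splits into 3 and 3 other than KO against WT, the highest gave 261 calls. The number of arrays limits the precision. Alternatives set before the data were examined, apart from Table S1, were quantile and cyclic loess normalization on top of RMA and centring on ribosomal protein genes. Others set then were a minimum mean log2 value of 6, a prior both with an intensity trend and robust, as 1 setting, and array weights. So were each array left out in turn, the replicate number as a block, unmoderated variances and other limits on p and fold. For the lists they were any or the mean of all probe sets of a gene. The covariates for RNA quality, the comparisons against single WT arrays and, for the lists, the estimated correlation on the mean of all probe sets were added after seeing the data. Against a single WT array the lone array is assumed to vary like the KO arrays. The spread was larger in WT for some probe sets, such as the Gsk3b one that rose (SD 1.56 in WT and 0.24 in KO). It was smaller in WT for others, such as that of Ifi202b (0.31 and 1.26). Calls in these settings can therefore rest on too small or too large a spread. A change of sign was counted as a reversal only where the value had been called, and a list's direction was that of camera.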

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

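Of the tests in this part, those of the ends of the 4 control transcripts and of the scalings were set before their results were seen, and the covariates, the single WT arrays and all tests on added RNA and cell type markers were chosen after.

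Signals of control probe sets, marker lists and genes that the paper does not discuss were higher in KO. The probe sets of 18S rRNA were higher in every KO array than in every WT array, by 3.11 on the log2 scale at the 5' end, 2.26 in the middle and 1.89 at the 3' end. The 5' probe sets of Gapdh and β-actin were likewise higher, by 1.57 and 1.43, and all of these differences kept their direction after quantile, cyclic loess and ribosomal protein scaling. The lists of fibroblast and endothelial markers had median log2 changes of 0.34 and 0.45 (camera, adjusted p = 0.52 and adjusted p = 0.51 with an estimated correlation), with medians of the arrays that overlapped between the groups in both. Dmbt1 and Upk3a, which stand in Table S1 without discussion in the text, rose by 4.52 and 3.46 (adjusted p = 0.0378 and adjusted p = 0.0779 by limma), Upk3a with no call when the Gapdh and β-actin covariate was in the model, where it was at 3.98 with a standard error of 1.44 against 0.74 without it, and a call with all 4 transcripts, at 4.35.

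Among the called rises, 420 stood alone among the probe sets of their gene (265 without WT2 and 676 without WT1), with a median log2 change of 1.29 (median standard error 0.27), and WT1 was the highest WT array at 87.6% of them, and at 81.9% of the 171 rises of genes with another called probe set, whose median was 1.40. Between-array normalization stays open, since 96.2% or more were called after each of quantile, cyclic loess and ribosomal protein scaling, but on values already quantile normalized these moved the log2 changes by a median of 0.01, 0.03 and 0.07, less than the 0.29 by which the median rise exceeds 2-fold, so the limit set beforehand decides nothing. Shorter labelled RNA in WT predicts a larger 3' minus 5' difference in all WT arrays for at least 3 of 4 control transcripts. It was seen in 3 of 4. With the dim transferrin receptor left out, a choice made after its values were seen, it was 2 of the other 3. These were Gapdh and β-actin, with overlap for pyruvate carboxylase, so this stays open. The larger difference was also seen in the added thr RNA (2.35 in WT and 1.35 in KO) and dap RNA (1.91 and 1.52). It was not seen in phe and lys, which overlapped. Added RNA does not come from the mice, so Wwox deletion cannot give the thr and dap differences. Whether they arose in the labelling was not tested. The median of these rises was 0.63 (standard error 0.35, 33 called) with the Gapdh and β-actin covariate and 0.86 (0.25, 106 called) with all 4 transcripts. It was 0.85 against WT1 alone and 1.57 against WT3 alone, with WT2 alone in between. That of the rises with another called probe set was likewise 0.78, 0.97, 0.99 and 1.67. That of the 135 called falls (standard error 0.24) moved less, to -1.18 (0.41, 31 called) and -1.25 (0.30, 71 called) with the covariates. The median rise thus became smaller and, with the former covariate, its standard error larger, while for the falls mainly the standard error grew. How many calls ended through the change and how many through the error was not counted. Shorter labelled RNA in WT and an effect of Wwox deletion, which was not tested, cannot be told apart for these rises, since RNA quality goes with the groups.

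Of the 77 leukocyte markers, 96.1% were lower in KO, while the stromal and endothelial markers had a median log2 change of 0.31. By signal, which does not rank abundance between genes, the brightest leukocyte marker was Cd14, at 12.32 in WT and 12.08 in KO. The luminal progenitor list also holds Cd14, and the next was H2-Aa, at 11.53 and 10.52. The brightest fibroblast marker was Col3a1, at 13.33 and 13.89, and the brightest endothelial one Selp, at 11.38 and 11.20. The next endothelial ones, Vwf and Plvap, differed by 0.54 and 0.67. Fewer leukocytes in the KO organoids, for which the paper's text names no sort, through Wwox deletion or otherwise, cannot be told apart from variation between preparations, since the leukocyte medians of the arrays overlapped (0.91, 0.41 and -0.32 in WT, -0.69, 0.15 and -0.44 in KO). RNA quality as the whole cause would bring the change nearer 0. The KO minus WT difference of these array medians was -0.66 (standard error 0.44). It was -1.29 (0.81) with the Gapdh and β-actin covariate and -1.25 (0.52) with all 4 transcripts. Both lie farther from 0, but the former within 2 standard errors of it, so RNA quality stays open. With each covariate the adjusted array medians of the groups lay apart, but the slope is fitted together with the group difference, which favours separation. A lower share of epithelial cells could raise both kinds of marker, and the leukocyte median of -0.74 (-0.31 without WT1 and -1.21 without WT3) runs against that, but with array medians that overlap in both kinds (exact permutation test, two-sided, p = 0.2 for each) it also stays open.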

How the results depend on the processing

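The covariates, the single WT arrays and the estimated correlation with the mean of all probe sets were chosen after seeing the data, all other settings with Table S1 alone seen, and where a value moved the cause was not tested unless named. The count at p under 0.01 and 2-fold, 894, ran from 566 (without WT2) to 1634 (without WT1) with 1 array left out. It was 299 with unmoderated variances, 86 at an adjusted p under 0.05 with 2-fold, 316 with the Gapdh and β-actin covariate, 1567 against WT2 alone and 1961 against WT3 alone, and within 1.5 times in the other settings. Of the calls 84.9% were rises, and 43.4% with that covariate, 49.8% with all 4 transcripts, 42.5% against WT1 alone and 68.1% without WT3. Past an adjusted p under 0.05 were 100 probe sets, 178 after quantile and 170 after cyclic loess normalization and 673 after ribosomal protein centring. They were 301 at a mean log2 value of at least 6, which tests fewer probe sets. They were 608 with a trended and robust prior, both changed at once, 1737 with array weights and 10 by treat against a fold of 1.2. With 1 array left out they ran from 0 (limma without WT2, 5923 at an unadjusted p under 0.05) to 3623 (without WT1). They were 50 without WT3 and 1 without any 1 KO array. By limma they were 0 and 0 with the covariates (2250 and 4256 at an unadjusted p under 0.05), 0 against WT1 alone (4410), 797 against WT2 alone and 1469 against WT3 alone. With the replicate number as a block they were 0 by limma (8470 at an unadjusted p under 0.05), against 922 at p under 0.01 and 2-fold; same-numbered arrays deviated with correlations of -0.155, 0.16 and 0.099, and WT2 alone of the WT arrays correlated best with its own number, so the numbers were not taken as pairs. Of the 47 probe sets of the 14 genes the paper names 13 were called, 8 (without WT2 or KO6) to 15 (without WT1) with 1 array left out and 6 with the Gapdh and β-actin covariate. List members called were 56, 193 with any probe set, 27 with that covariate, 87 against WT2 alone, and 33 (without WT2) to 83 (without WT3) with 1 array left out, 37 without KO5. By camera 20 lists passed, and 0 with an estimated correlation (2 at an unadjusted p under 0.05, smallest adjusted p = 0.41), 0 with it on the mean of all probe sets (3 at an unadjusted p under 0.05) and 1 by fry on the brightest. Reversed with the Gapdh and β-actin covariate were Mammary involution genes (-0.09) and Chromatin modification (-0.09, and -0.10 with all 4 transcripts). So were Hormone-sensing luminal cells (-0.02), Itgb4 (-0.02) and Flna (-0.04). The Itgb4 and Flna values had standard errors of 0.29 and 0.31 and cannot be told from 0. The median of Cell migration (-0.04, and -0.02 with all 4 transcripts) fell below 0 with camera on the upper side and no pass. That of Stat3 target genes (-0.05) did likewise. Of the named probe sets, 57 lost their call with that covariate, 24 with all 4 transcripts, 28, 15 and 23 against WT1, WT2 and WT3 alone, 8 to 27 with 1 array left out and at most 7 in each other setting, where at most 3 gained one. Of the lists 8 lost and 3 gained a pass with that covariate, 5 and 3 with all 4 transcripts, 5 gained one with the mean of all probe sets, and at most 5 lost one with 1 array left out. The KO minus WT difference of the Gapdh ends, -1.25, was -0.39 between the highest KO and the lowest WT array. Across probe sets, which are not independent, WT1 minus WT2 correlated with the KO mean minus WT3 at 0.492, WT1 minus WT3 with the KO mean minus WT2 at 0.189 and WT2 minus WT3 with the KO mean minus WT1 at -0.311. Centring on ribosomal protein genes adds 0.074 to every log2 change, so that smaller negative list medians turn above 0. Probe sets near background were kept, and their changes are limited by it.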

Differences from the paper's values

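No value that the paper states for the arrays differed from the value here beyond the replicate spread and 1.5-fold. The paper's count of probes is 913, and the count here at its stated limits is 894. All 894 entries of Table S1 with a p under 0.01 were called here, the largest p in that table is 0.01098, and with this p as the limit, a limit chosen after seeing the values, the count is 913, with all entries of the table. With a trended and robust prior all 913 entries were called, among 969 probe sets.

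For Stat3, which the paper calls upregulated, the probe set with the paper's fold was not called, with an adjusted p = 0.134 by limma. It was called with the largest p of Table S1 as the limit, which was chosen after seeing the values and drops none of its entries. It was called after cyclic loess normalization, after ribosomal protein centring, with a trended and robust prior, with array weights and without WT1. It was also called against WT2 alone and against WT3 alone, settings chosen after seeing the values, which drop 183 and 179 of the 913 entries of Table S1. A Timp2 probe set that is an entry of Table S1 was likewise not called by limma, with an adjusted p = 0.135. It was called with that limit on p, chosen after seeing the values, with none of the entries dropped. It was called after each of quantile, cyclic loess and ribosomal protein scaling and with a trended and robust prior. It was also called with array weights, without WT1 and without KO7. Against WT2 alone and WT3 alone, chosen after seeing the values, it was called too. In other settings chosen after seeing the values, neither the Stat3 nor this Timp2 probe set was called. Against WT1 alone they were at 0.31 and 0.39 on the log2 scale. With the Gapdh and β-actin covariate they were at -0.12 and 0.03, and with all 4 transcripts at 0.33 and 0.56.

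For the Wnt category, which the paper finds over-represented, 0 of 68 canonical Wnt components were called on their brightest probe set by limma (5 higher and 5 lower at an unadjusted p under 0.05), and 5 rose when any probe set was counted (Fisher's exact test, two-sided, adjusted p = 0.15). The list passed camera with a preset correlation when all probe sets of each gene were averaged, with a median log2 change of 0.06, and did not with an estimated correlation in that setting (adjusted p = 0.32), a combination chosen after seeing the values. For cell migration, 0 of 58 were called on brightest probe sets by limma (6 higher and 4 lower at an unadjusted p under 0.05). With any probe set counted the list was over-represented (Fisher's exact test, two-sided, adjusted p = 6.2e-08). That count gives genes with more probe sets more chances of a call, for which the test does not correct. By the same test the splicing and chromatin lists each had an adjusted p = 4.3e-15. The lists used here are not the paper's GO categories. For the rise of several Jak/Stat3 genes, 3 had a called rise on any probe set and 0 on the brightest (5 higher at an unadjusted p under 0.05 by limma).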

Other observations

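All tests in this part on neighbouring genes, on the interferon genes and on other splits of the arrays, the covariates and the single WT arrays were chosen after their results, or the values behind them, had been seen, while the gene lists and their tests were set before the deposited table was examined but after Table S1, which gives array values of its own probe sets, had been read. Values in parentheses after the name of an array left out are those without it, and after a setting those in that setting.

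Genes of leukocytes were lower in KO. Of 34 macrophage and dendritic cell genes, 7 fell and 0 rose by limma (0 higher and 10 lower at an unadjusted p under 0.05), among them the dendritic cell gene Cd83 (-1.69, adjusted p = 0.0675), not called with the Gapdh and β-actin covariate (-2.18), against WT2 alone (-1.67) or against WT3 alone (-1.30). The list median was -0.88 (adjusted p = 9.2e-05, adjusted p = 0.56 with an estimated correlation) by camera. Of the members 7 were lower adjusted over the list alone. Fcgr3, an Fc receptor gene of macrophages (-1.08), was also called, but not without WT2 (-0.98) or KO7 (-0.96), nor with the Gapdh and β-actin covariate (-1.10) or against WT3 alone (-0.77). Of 27 genes of T and NK cells 3 fell, with a median of -0.82 (adjusted p = 9.2e-05, adjusted p = 0.52 with an estimated correlation) and no pass without WT1 (-0.41), and adjusted over the list alone 5 were lower. Among those that fell were Fasl, which encodes the Fas ligand (-1.21, adjusted p = 0.0459), not called against WT3 alone (-0.90), and the chemokine gene Xcl1 (-1.28), not called without WT1 (-0.89), WT3 (-1.33), KO5 (-1.30), KO6 (-1.14) or KO7 (-1.40), nor against WT2 alone (-0.59) or with array weights (-1.05). In the apoptosis list 2 of 35 fell, Fasl and the BH3-only gene Pmaip1 (-1.07), the latter not called without WT1 (-0.78), WT2 (-1.05), KO5 (-1.21), KO6 (-1.11) or KO7 (-0.89), nor with the Gapdh and β-actin covariate (-1.75), against WT3 alone (-0.47), after cyclic loess normalization (-1.02) or after ribosomal protein centring. Its median was -0.20 (adjusted p = 0.056, adjusted p = 0.41 with an estimated correlation), it passed camera without WT2 (-0.24), WT3 (-0.15) or KO5 (-0.24), and fry, which tests whether genes move on balance one way and not against other genes, gave an adjusted p = 0.00089. Of the apoptosis genes 7 were lower adjusted over the list alone. B cell genes had a median of -0.50 (adjusted p = 0.1, adjusted p = 0.76 with an estimated correlation) and passed without WT3 (-0.94) or KO6 (-0.74), and mast cell genes one of -0.24 (adjusted p = 0.072, adjusted p = 0.51 with an estimated correlation) and passed without KO6 (-0.29).

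Genes of RNA splicing and chromatin had called rises mostly away from their brightest probe sets, as had all genes with more than 1 probe set, with 535 called rises on another probe set and 56 on the brightest. Of 73 splicing factors 3 rose on the brightest and 23 on any probe set. Among the former were Taf15 (1.16), not called without WT2 (0.98), WT3 (1.00), KO5 (1.10) or KO7 (1.07), nor with the Gapdh and β-actin covariate (0.10), with all 4 control transcripts (0.48) or against WT1 alone (0.47), and Thoc2 (1.66), not called without WT2 (1.56), WT3 (1.22), KO5 (1.64), KO6 (1.83) or KO7 (1.53), nor with the Gapdh and β-actin covariate (0.19), with all 4 control transcripts (0.54) or against WT1 alone (0.57). By limma 0 splicing factors, 0 chromatin genes and 0 proliferation genes passed adjusted over the list alone (at an unadjusted p under 0.05 9 splicing factors were higher and 12 lower, and 17 chromatin genes higher and 9 lower). The list median was -0.06 (adjusted p = 0.65, adjusted p = 0.89 with an estimated correlation), with a mean of 0.02 and camera on the upper side. Of 95 chromatin genes 1 rose, Rsf1 (1.14), not called without WT2 (1.07), WT3 (0.91), KO5 (1.13) or KO7 (0.97), nor with the Gapdh and β-actin covariate (0.30), with all 4 control transcripts (0.47) or against WT1 alone (0.54), and 26 rose on any probe set. The median was 0.05 (adjusted p = 0.014, adjusted p = 0.71 with an estimated correlation), with no pass without WT3 (-0.05) or KO7 (0.02). Of 17 nuclear-retained RNAs 2 rose, Neat1 (1.32, adjusted p = 0.05) and Malat1 (3.68 on its brightest probe set, not called with the Gapdh and β-actin covariate (1.83)), with a median of 0.04 (adjusted p = 0.058, adjusted p = 0.51 with an estimated correlation), 6 higher and 3 lower adjusted over the list alone, and a pass by camera without WT3 (0.00) or KO6 (0.03). Proliferation genes had a median of 0.59 (adjusted p = 9.2e-06, adjusted p = 0.59 with an estimated correlation) and 0 were called by limma (4 higher and 1 lower at an unadjusted p under 0.05), and the medians of the arrays overlapped, at -0.50, -0.67 and 0.47 in WT and 0.07, -0.11 and 0.80 in KO.

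Among lists of epithelial cells, hormone-sensing luminal genes had a median of 0.12 (adjusted p = 0.041, adjusted p = 0.52 with an estimated correlation) by camera, with no pass without WT1 (0.15), WT2 (0.06), KO5 (0.05) or KO7 (0.15) and its 1 called member, the RANKL gene Tnfsf11, going the other way (-3.01), basal and myoepithelial genes one of 0.07 (adjusted p = 0.0024, adjusted p = 0.41 with an estimated correlation), and luminal progenitor and alveolar genes one of -0.25 (adjusted p = 0.62, adjusted p = 0.81 with an estimated correlation), below the threshold, with 1 fall, that of the lactoferrin gene Ltf (-1.90, not called without WT1 (-1.89), WT2 (-1.90), WT3 (-1.91) or KO6 (-2.11), nor with the Gapdh and β-actin covariate (-1.88), with all 4 control transcripts (-1.49), against WT1 alone (-1.92), against WT2 alone (-1.90) or against WT3 alone (-1.88)). Among other cell types, adipocyte genes had a median of 0.14 (adjusted p = 0.0024, adjusted p = 0.41 with an estimated correlation), with no pass without WT1 (0.10), those of pericytes and smooth muscle 0.22 (adjusted p = 0.0025, adjusted p = 0.52 with an estimated correlation), with no pass without WT1 (0.16), and those of Schwann cells and nerve 0.14 (adjusted p = 0.019, adjusted p = 0.52 with an estimated correlation), with no pass without WT1 (0.06), KO5 (0.08) or KO6 (0.08). Involution genes had a median of 0.03 (adjusted p = 0.041, adjusted p = 0.51 with an estimated correlation), with no pass without WT2 (0.00), WT3 (0.10), KO5 (-0.04) or KO6 (0.08). Immediate early and dissociation stress genes, of which Btg2 rose (1.54, not called with the Gapdh and β-actin covariate (0.61) or against WT1 alone (0.97), and called with all 4 control transcripts (1.03)), had one of 0.08 (adjusted p = 0.0049, adjusted p = 0.52 with an estimated correlation), with no pass without WT3 (0.04) or KO5 (0.02), and chaperones of the endoplasmic reticulum one of 0.05 (adjusted p = 0.0068, adjusted p = 0.52 with an estimated correlation), with no pass without KO5 (-0.01). Genes of oxidative phosphorylation had a median of -0.15 (adjusted p = 0.06, adjusted p = 0.81 with an estimated correlation) and passed on the lower side without WT1 (-0.27), WT2 (-0.19), KO5 (-0.18) or KO7 (-0.18). Among further lists that did not pass with all arrays or with any 1 left out were those of ribosomal proteins, with -0.06 (adjusted p = 0.65, adjusted p = 0.84 with an estimated correlation), skeletal muscle, with -0.06 (adjusted p = 0.65, adjusted p = 0.81 with an estimated correlation), erythroid cells, with -0.05 (adjusted p = 0.76, adjusted p = 0.82 with an estimated correlation), and Y-linked genes, with -0.12 (adjusted p = 0.67, adjusted p = 0.81 with an estimated correlation). Adjusted over the list alone, 4 adipocyte genes and 1 gene each of the pericyte, basal, involution and immediate early lists were higher, and 3 mast cell genes and 1 gene each of the skeletal muscle, involution and hormone-sensing luminal lists lower. Erythroid genes had a mean below 0 too, with camera on the upper side, and the medians of the splicing, ribosomal protein, interferon, skeletal muscle and erythroid lists turned above 0 with ribosomal protein centring. Of the genes whose proteins or products the paper stained or measured otherwise, Krt5 differed by 0.09, Mki67 by 1.25, Esr1 by 0.07, Pgr by 0.61, Wap by 0.29 and Csn2 by -2.21 on their brightest probe set, and no probe set of these genes was called by limma with all arrays. The brightest Csn2 probe set was called without KO5 (-3.04), its other one without WT2 (-2.77), and Mki67 without WT3 (1.79), and these 3 also with the replicate number as a block.

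Trim34a, Trim30d and Trim12a, which belong to a family of tripartite motif genes, had log2 changes of -2.11, -1.97 and -1.96 (adjusted p = 0.0151, adjusted p = 0.0246 and adjusted p = 0.0459 by limma) and were called in every setting in which they were tested, that is all but the minimum mean log2 value of 6, which they do not reach. These values are those of the brightest probe set of each gene. The other probe set differed by 0.43 for Trim34a, -0.50 for Trim30d and 0.02 for Trim12a, and was not called for any of them. A strain variant near these genes could give falls in neighbouring genes, and 3 neighbouring pairs occurred among the genes with a called fall. In 10000 random sets the median was 0 and the 95th percentile 2. But 0 of the pairs hold one of these genes, so the test does not bear on them and a strain variant stays open. Further genes of the family, named after their values were seen, went both ways on their brightest probe sets and were not called. Trim30a, Trim5 and Trim12c were at -0.92, -0.23 and -0.08 and Trim6 at 0.34. Trim30a had its groups apart (adjusted p = 0.05 by limma) and missed only the fold limit. So did the other Trim6 probe set, at 0.82 (adjusted p = 0.0578), which went the other way. A general fall of interferon-induced genes stays open as well, with a list median of -0.06 over members that went both ways, 3 called lower and 1 higher, the last being Slfn5 (1.26, not called with the Gapdh and β-actin covariate (0.94)), or 12 lower and 4 higher adjusted over the list alone, and camera gave an adjusted p = 0.31, and an adjusted p = 0.59 with an estimated correlation. The mice were of mixed background, and an effect of Wwox deletion on these genes was not tested against it.

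The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. A count at p under 0.01 and 2-fold as large as the real one came from 1 of these splits, the real one, with 894 against 261 in the highest other (WT1, WT2 and KO6 against the rest). The real value and the highest other were 100 and 11 for an adjusted p under 0.05, 13 and 0 for probe sets of the genes the paper names, which the paper chose on this split, so that this pair decides nothing, 20 and 19 for lists past camera, and 56 and 52 for list members called, again with 1 split as large in each.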
